# The GARP/MYB-related grape transcription factor AQUILO improves cold tolerance and promotes the accumulation of raffinose family oligosaccharides

**DOI:** 10.1093/jxb/ery020

**Published:** 2018-01-29

**Authors:** Xiaoming Sun, José Tomás Matus, Darren Chern Jan Wong, Zemin Wang, Fengmei Chai, Langlang Zhang, Ting Fang, Li Zhao, Yi Wang, Yuepeng Han, Qingfeng Wang, Shaohua Li, Zhenchang Liang, Haiping Xin

**Keywords:** Abiotic stress, Chinese wild grape, cold response, galactinol synthase, grape transformation, HRS1, low temperature exotherms, raffinose, ROS

## Abstract

Grapevine (*Vitis vinifera* L.) is a widely cultivated fruit crop whose growth and productivity are greatly affected by low temperatures. On the other hand, wild *Vitis* species represent valuable genetic resources of natural stress tolerance. We have isolated and characterized a MYB-like gene encoding a putative GARP-type transcription factor from Amur grape (*V. amurensis*) designated as *VaAQUILO*. *AQUILO* (*AQ*) is induced by cold in both *V. amurensis* and *V. vinifera*, and its overexpression results in significantly improved tolerance to cold both in transgenic Arabidopsis and in Amur grape calli. In Arabidopsis, the ectopic expression of *VaAQ* increased antioxidant enzyme activities and up-regulated reactive oxygen species- (ROS) scavenging-related genes. Comparative mRNA sequencing profiling of *35S:VaAQ* Arabidopsis plants suggests that this transcription factor is related to phosphate homeostasis like their Arabidopsis closest homologues: AtHRS1 and AtHHO2. However, when a cold stress is imposed, *AQ* is tightly associated with the cold-responsive pathway and with the raffinose family oligosaccharides (RFOs), as observed by the up-regulation of galactinol synthase (*GoLS*) and raffinose synthase genes. Gene co-expression network (GCN) and *cis*-regulatory element (CRE) analyses in grapevine indicated *AQ* as potentially regulating *VvGoLS* genes. Increased RFO content was confirmed in both transgenic Arabidopsis and Amur grape calli overexpressing *VaAQ*. Taken together, our results imply that *AQ* improves cold tolerance through promoting the accumulation of osmoprotectants.

## Introduction

Low temperature is a primary environmental factor that affects plant growth and development, significantly constraining the geographic distribution of plants and affecting agricultural productivity (Chinnusamy *et al.*, 2007). Plant species have evolved multiple molecular, biochemical, and physiological adaptations to maximize cold tolerance by adjusting their metabolism (Thomashow, 2010; Theocharis *et al.*, 2012). Many genes respond to cold stress at the transcriptional level and their products may either directly protect against stress or further regulate the expression of genes involved in the different steps of a cold acclimation event (Yamaguchi-Shinozaki and Shinozaki, 2006). Accordingly, the cold response is not entirely constitutive and part of it develops after the exposure to low temperatures (Theocharis *et al.*, 2012).

At present, the best-known molecular process with a role in cold acclimation is the Arabidopsis CBF cold response pathway (Chinnusamy *et al.*, 2007). C-repeat binding factors (CBFs; also known as dehydration-responsive element-binding proteins or DREBs), act as central hubs in the cold signalling network and recognize a CRT/DRE *cis*-acting regulatory element present in the promoters of many cold-regulated (*COR*) genes (Vogel *et al.*, 2005; Yamaguchi-Shinozaki and Shinozaki, 2005; Chinnusamy *et al.*, 2007). More than 100 cold-regulated genes are responsive to CBF activation, altogether promoting an increase in cold tolerance (Chinnusamy *et al.*, 2007). In addition to the CBF pathway, CBF-independent pathways have also been proven to be required for the cold stress response (Zhu *et al.*, 2004; Li *et al.*, 2017). Direct evidence exists for the activities of some cold-regulated transcription factors not participating in the CBF cold response pathway, such as AtHOS9 (Zhu *et al.*, 2004), OsMYB3R-2 (Dai *et al.*, 2007), AtZAT12, AtMYB73, and AtWRKY33 (Jia *et al.*, 2016), which suggests that transcriptional regulation plays a crucial role in cold responses as well as in the crosstalk between different signalling pathways (Fowler and Thomashow, 2002).

For grapevine (*Vitis vinifera* L.), a widely cultivated fruit crop, cold perceived during the growth cycle represents a detrimental factor affecting productivity and quality. In northern China, all grown grapevine cultivars need to be buried in soil to protect vines from extreme winter conditions. This procedure drastically increases the costs of production and decreases the survival rate of vines. Therefore, improving cold tolerance has been a major objective for most grapevine breeding programmes in regions subject to severe low winter temperatures over a long period. Amur grape (*V. amurensis*), a popular Chinese wild grape, is the most cold-hardy species in *Vitis*, which can safely overwinter without soil cover at temperatures as low as –40 °C (Fennell, 2004). This wild *Vitis* germplasm has been used for traditional breeding for several decades. However, only a few filial generations have been obtained with enhanced cold tolerance. To reveal the molecular mechanisms Amur grape possess to respond to severe low temperature, we aimed to characterize new cold-responsive genes and to elucidate their regulatory networks.

In a previous transcriptome analysis, we showed that several genes encoding putative transcription factors were induced by low temperatures in grapevine shoot apices and leaves (Xin *et al.*, 2013). Among these, we found a MYB-like gene, encoding a putative GARP-type transcription factor, as one of the most strongly induced genes. In the current study, we focus on this gene, designated as *AQUILO* (AcQUIred tolerance to LOw temperatures; after the Greek god of northern winds and winter) and studied its relationship to cold stress tolerance. The gene was studied in both *V. amurensis* and *V. vinifera* cv. ‘Muscat Hamburg’. Both *VaAQUILO* (*VaAQ*) and *VvAQUILO* (*VvAQ*) were confirmed to be cold responsive, and the overexpression of *VaAQ* in Arabidopsis and Amur grape led to enhanced tolerance to cold stress. Several downstream genes regulated by *VaAQ* in Arabidopsis were identified using RNA sequencing (RNA-Seq), many of which overlapped with recently predicted targets of its Arabidopsis orthologues AtHRS1 (Hypersensitive to low Pi-elicited primary Root Shortening 1), AtHHO2 (HRS1 Homologue 2), and AtHHO3. These data, together with gene co-expression network analysis in Arabidopsis and grape, suggest that the tolerance to cold is in part achieved through the increased synthesis of raffinose family oligosaccharides (RFOs) and that this pathway is possibly controlled by AQ. This study also suggests that AQ may share the role of AtHRS1 under non-cold-stressed conditions (maintaining root phosphate homeostasis), and that as a cold-related gene, it may represent an important candidate gene for molecular breeding of cold-tolerant plants.

## Materials and methods

### Cold treatment of grapevine and Amur grape plantlets

Micropropagated *V. amurensis* and *V. vinifera* cv. ‘Muscat Hamburg’ plantlets were grown on half-strength Murashige and Skoog (1/2 MS; pH 5.8, 30 g l^−1^ sucrose, 0.7% agar) at 26 °C and a 16 h light photoperiod. Six-week-old plantlets were placed in an illuminated incubation chamber at 4 °C. Shoot apices with one fully developed leaf were harvested at 0, 1, 2, 4, 8, 12, 24, and 48 h after cold treatment. Each sample consisted of three plantlets, and three biological replicates were employed.

### Cloning and sequence analysis

The *AQ* ORF was amplified from Amur grape and grapevine leaf cDNAs, with primers AQ-ORF-F and AQ-ORF-R (see Supplementary Table S1 at *JXB* online), designed from the sequence of gene model *VIT_01s0011g03110* in the *V. vinifera* cv. ‘Pinot Noir’ (PN40024) 12Xv1 genome accession (Jaillon *et al.*, 2007). Sequence alignment of AQ with its homologues from Arabidopsis was conducted in DNAMAN 7.0. Phylogenetic trees were constructed using MEGA7.0 software by the maximum likelihood tree method and computed using the WAG model, with g-distributed (G+I) rates among sites and partial deletion gap treatment. Tree nodes were evaluated by bootstrap analysis for 1000 replicates. Nuclear localization signals in the protein sequence of AQ were searched using NLS-mapper (http://nls-mapper.iab.keio.ac.jp/cgi-bin/NLS_Mapper_form.cgi), LocSigDB (http://genome.unmc.edu/LocSigDB/), and NLSdb (https://rostlab.org/services/nlsdb/).

### Gene expression analysis

RNA extraction and quantitative real-time PCR (qRT-PCR) were carried out as described by Sun *et al.* (2015), using three technical and three biological replicates. Primers AQ-RT-F and AQ-RT-R were designed in an identical region between both grape species. Primers are listed in Supplementary Table S1.

### Subcellular localization and gene expression analyses

The ORF of *VaAQ* (excluding its termination codon) was fused to the green fluorescent (GFP) gene downstream of the *Cauliflower mosaic virus* (CaMV) *35S* promoter in the pGFP2 vector. The resulting *35S:VaAQ-GFP* and the control *35S:GFP* constructs were genetically introduced into Arabidopsis mesophyll protoplasts using a polyethylene glycol (PEG) transfection protocol (Yoo *et al.*, 2007). DAPI was used for nuclear staining. Subcellular localization was observed using a Leica TCS SP8 confocal laser-scanning microscope.

### Transformation of Arabidopsis and generation of transgenic plants

The full-length ORF of *VaAQ* was ligated into pCAMBIA1301s driven by the CaMV *35S* promoter. *Agrobacterium* strain GV3101 harbouring the *VaAQ* construct was used to transform the wild-type (WT, Col-0) Arabidopsis plants by the floral dip method (Clough and Bent, 1998). The transformed plants were selected with hygromycin (50 mg l^−1^). Three T_3_ single-insertion homozygous transgenic lines (#1, #2, and #3) were selected for molecular and phenotypic analyses. Seeds of the WT and overexpressing Arabidopsis lines were sown on soil and grown in a greenhouse under standard controlled environmental conditions.

### Cold and freezing treatments in Arabidopsis, electrolyte leakage assay, and physiological analyses of the stress responses

Three-week-old WT and transgenic Arabidopsis plants were subjected to subsequent cold and freezing temperatures. Plants were placed in a growth chamber set at –1 °C for 8 h in the dark. The chamber was then cooled at a rate of –1 °C h^−1^ until –11 °C was reached. After exposure to –11 °C for 3 h, plants were kept at 4 °C for 12 h in the dark and then transferred to standard growth conditions. The survival rate was calculated 3 d later after the end of the entire treatment. Each sample consisted of 14 seedlings, and each experiment was performed in triplicate.

The electrolyte leakage assay was carried out as described in Sun *et al.* (2016) with modifications. Briefly, 3-week-old seedlings of WT and transgenic Arabidopsis plants were acclimated at 4 °C for 3 d. Three rosette leaves were detached, transferred to 10 ml tubes, and placed in a low-temperature illuminated incubation chamber at 0 °C for 1 h. The temperature was subsequently reduced at a rate of –2 °C h^−1^. Tubes were removed at −6, −8, −10, and −12 °C, leaves were thawed overnight at 4 °C, and relative electrical conductivity was measured as previously described. Assays were done in triplicate.

A third analysis consisted of treating 3-week-old WT and transgenic Arabidopsis plants at 4 °C for 3 d. Superoxide dismutase (SOD), peroxidase (POD), and catalase (CAT) activities, along with malondialdehyde (MDA) contents were measured according to the protocol described by Shin *et al.* (2012) and compared with a control (non-treated) sample. Each transgenic line was independently sampled and each sample consisted of a pool of three seedlings (experiments performed in triplicate). For the qRT-PCR analyses, a pool of the three transgenic lines were considered as the experimental unit, with three biological replicates corresponding to three different pools of plants.

### RNA-Seq and bioinformatic analyses of cold responses in WT and transgenic Arabidopsis plants

RNA-Seq analysis was performed using rosette leaves collected from 3-week-old WT and transgenic Arabidopsis plants grown under no stress and cold stress (treated at 4 °C for 3 d) conditions. An equal amount of rosette leaves from three independent transgenic lines (#1, #2, and #3) was pooled and considered as the overexpression line for RNA isolation. Four types of samples were collected, namely WT non-stressed (WT-NS), WT cold-stressed (WT-S), 35S:AQ non-stressed (35S:AQ-NS), and 35S:AQ cold-stressed (35S:AQ-S), sampled with two biological replicates. Single-ended sequencing was performed on a BGISEQ-500 by the Beijing Genomic Institution (BGI, Shenzhen, China).

RNA-Seq data analysis was performed on the AIR platform (www.transcriptomics.cloud). The quality of the raw reads was checked with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and trimmed to remove low quality bases and sequencing adaptors with the tool BBDuk (https://sourceforge.net/projects/bbmap/). A minimum Phred-like score of 25 was set and a minimum length of the reads of 25 nucleotides. High quality reads were then mapped on the reference genome (TAIR10) of Arabidopsis with STAR (https://github.com/alexdobin/STAR). Read summarization was then performed with featureCounts (http://bioinf.wehi.edu.au/featureCounts/) using only the reads with a mapping quality >30. The statistical analysis was performed with R. Specifically, genes expressed at a low level were removed with the package HTSFilter (http://www.bioconductor.org/packages/release/bioc/html/HTSFilter.html), selecting ‘TMM’ as the normalization method. Then, the filtered genes were used to perform a differential analysis with EdgeR. Genes were considered statistically differentially expressed if the corrected *P*-value (false discovery rate, FDR) was <0.05. Gene Ontology Enrichment Analysis (GOEA) was performed with in house scripts based on a hypergeometric test on the proportion of GO categories between the differentially expressed genes (DEGs) and the whole genome; GO categories were considered enriched if the FDR of the test was <0.05.

The original sequence data were submitted to the database of the NCBI Gene Expression Omnibus under the accession number GSE103964. An expression heatmap was constructed for a pre-selection of genes of interest using the web-based tool Heatmapper (http://www1.heatmapper.ca/expression/), transforming RPKM (reads per kilobase of transcript per million mapped reads) values using a *Z*-score scaling.

### Transformation of *V. amurensis* petiole and generation of transgenic calli

The full-length ORF of *VaAQ* was ligated into the pSAK277 vector under the control of the *35S* promoter and transformed into *V. amurensis* petiole according to Zhao *et al.* (2017). *VaAQ* transgenic calli were confirmed by PCR and RT-PCR. Eight transgenic calli lines were confirmed by detecting *VaAQ* and *NPTII* with primers AQ-ORF-F/AQ-ORF-R, and nptII-F/nptII-R, respectively (Supplementary Table S1). Three *35S:VaAQ* highly expressing T_1_ transgenic calli lines (L1, L2, and L3) were selected for further physiological and metabolic analyses.

### Cold tolerance evaluation of *VaAQ*-overexpressing grapevine calli

A system for differential thermal analysis (DTA) according to Mills *et al.* (2006) was used to assess cold tolerance of grapevine calli. The Keithley Multimeter Data Acquisition System (DAS) (model 2700-DAQ-40) linked with a programmable freezer, the Tenney Environmental Test Chamber (model T2C, Thermal Product Solutions), was used to measure and collect voltage output. *VaAQ*-overexpressing grapevine calli (L1, L2, and L3) were directly placed on the thermoelectric modules (TEMs), and the empty vector (EV) was used as a control. Assays were performed in triplicate. The freezer was programmed to drop to 4 °C in 30 min, hold at 4 °C for 1 h, drop to –16 °C in 10 h (a cooling rate of 2 °C h^−1^), hold at –16 °C for 1 h, then return to 4 °C in 45 min. The DAS recorded signals from each TEM at 15 s intervals. Exotherms were identified manually from a plot of thermistor output (*x*-axis) versus loaded-TEM output minus empty-TEM output (*y*-axis). The low temperature exotherms (LTEs) were used to evaluate the cold tolerance.

### *AQ* gene co-expression network analyses in *V. vinifera*

Our previously established pipeline (Loyola *et al.*, 2016; Wong *et al.*, 2017) was adopted for large-scale processing of publicly available grapevine RNA-Seq data sets (obtained from the NCBI Sequence Read Archive, http://www.ncbi.nlm.nih.gov/sra), with the only difference that the estimation of RNA-Seq-derived transcript abundance was performed with the RPKM method. In this study, an updated RNA-Seq gene expression matrix of 29970 genes by 235 conditions (derived by averaging respective biological replicates from 654 samples; Supplementary Table S2) was used.

Log-transformed RPKM values were used as input for the construction of a gene co-expression network (GCN) based on the mutual rank (MR) metric (Obayashi and Kinoshita, 2009). Using *VvAQ* as the ‘guide’ gene, the top 300 (unless otherwise stated) co-expressed genes (CEGs; ranked by ascending MR value) were extracted and tested for over-represented MapMan BIN functional categories (Lohse *et al.*, 2014) using the Fisher’s exact test adjusted FDR. Incremental enrichment analysis of GO categories was performed with gProfileR using the ‘Ordered query’ option for comparisons (http://biit.cs.ut.ee/gprofiler/index.cgi). An FDR threshold <0.05 was used to determine significantly enriched categories for both ontology schemes. Both network construction and functional enrichment were performed according to previously established workflows (Wong *et al.*, 2017). All networks were visualized with Cytoscape v3.5 (Shannon *et al.*, 2003). Putative orthology between Arabidopsis and grape genes present in the network was tested by Biosequence analysis using profile hidden Markov models (HMMER, http://www.ebi.ac.uk/Tools/hmmer/search/phmmer).

### *Cis*-regulatory element (CRE) enrichment analyses in Arabidopsis and grapevine

Fraction of reads in peaks (FRiP) data for DNA affinity purification-sequencing (DAP-seq) experiments concerning Arabidopsis homologues of VaAQ, namely AtHRS1, AtHHO2, and AtHHO3, were obtained from O’Malley *et al.* (2016). FRiP motif peaks identified/present in the promoter region (1.5 kb upstream of transcription start site, TSS) of Arabidopsis genes that are ≥5% were used to infer target genes of the respective Arabidopsis homologues. Diverse CREs between 6-mer and 8-mer (215 in total) in length were tested for over-representation based on the hypergeometric distribution as previously described (Wong *et al.*, 2017) using Arabidopsis promoter sequences (1.5 kb upstream of TSS) as background. Two analyses were performed: enrichment of CREs in (i) DAP-seq target gene groups using the top 350 hits (descending signal intensity) and (ii) on DEGs in VaAQ-AtOE groups. FDR thresholds of <0.01 (strict) and <0.05 were used to determine significantly enriched CREs. *In silico* CRE analysis in grapevine promoters was conducted with selected CREs in the promoters of *VvAQ*-CEGs as previously described (Wong *et al.*, 2017).

### Quantification of RFOs

Sucrose, raffinose, and stachyose were extracted and quantified through HPLC from WT and transgenic Arabidopsis plants and Amur grape calli, according to Dixit *et al.* (2011).

## Results and Discussion

### Isolation of *AQ* from two grape species with a contrasting cold response

In a previous study we found that the gene *VIT_01s0011g03110* was significantly up-regulated under cold stress (Xin *et al.*, 2013). We isolated this gene from *V. amurensis* and *V. vinifera* cv. ‘Muscat Hamburg’ and designated them as *VaAQUILO* (*VaAQ*; GenBank accession no. MG711316) and *VvAQUILO* (*VvAQ*; GenBank accession no. MG711317), respectively. In both species, the gene length is 1071 bp, encoding a putative protein of 356 amino acids. The corresponding length of both genes is 1648 bp (including five exons), which is mapped to chromosome 1 of the cv. Pinot Noir genome (PN40024) (Fig. 1A). Alignment of VaAQ and VvAQ showed that they shared 99.2% identity. Like their closest homologues found in Arabidopsis, they share the conserved GARP (GOLDEN2, ARR-B, Psr1) domain, found in all GARP/MYB-related transcription factor family members (Rossini *et al.*, 2001; Fig. 1B). A phylogenetic tree based on the full-length protein sequences suggests that AQ shares the closest homology with AtHRS1, AtHHO2, and AtHHO3 (Fig. 1C), implying that AQ proteins may at least share the control of root traits, regulate genes governing phosphate homeostasis, and influence seed germination through abscisic acid (ABA) signalling like their homologues in Arabidopsis (Liu *et al.*, 2009; Wu *et al.*, 2012; Nagarajan *et al.*, 2016).

**Fig. 1.**
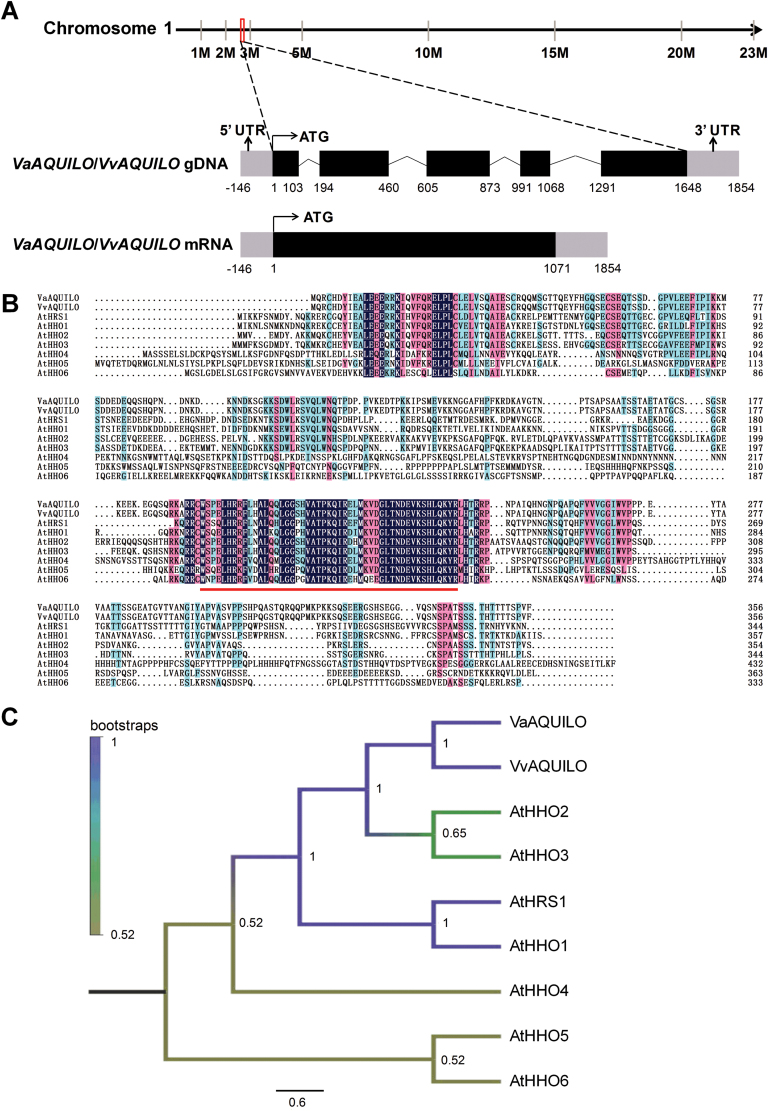
Genomic structure, sequence alignment, and phylogenetic analysis of *AQUILO* (*AQ*) in *Vitis*. (A) Genomic structure of the *AQ* locus. The *AQ* genomic sequence spans 1648 bp and is composed of five exons. The full-length cDNA of *VaAQ*/*VvAQ* contains a 1071 bp ORF. Exons are showed in black and introns as ^. Sequence alignment (B) and phylogenetic tree (C) of grapevine and Amur grape AQ proteins with their closest homologues from Arabidopsis. The conserved GARP domain is shown underlined in red. The protein sequences were aligned using Clustal W2, and the phylogenetic tree was generated with MEGA7.0 using the maximum likelihood tree method with 1000 bootstraps. The branch support values are indicated. The length of the scale bar corresponds to 0.5 substitutions per site. Gene IDs from TAIR are as follows: *AtHRS1* (At1g13300), *AtHHO1* (At3g25790), *AtHHO2* (At1g68670), *AtHHO3* (At1g25550), *AtHHO4* (At2g03500), *AtHHO5* (At4g37180), and *AtHHO6* (At1g49560).

### Low temperature induces the expression of *AQ* in *Vitis*

Due to their roles in controlling root architecture in response to nutrient sensing, AtHRS1 and AtHHO2 share high expression in roots (Medici *et al.*, 2015; Nagarajan *et al.*, 2016). We searched public transcriptomic data sets for the expression domains of *VvAQ* in grapevine organs and, despite its generally ubiquitous expression, the highest expression was found in roots, vegetative tissues (mature stems or some leaf samples), seedlings, and pollen (Supplementary Fig. S1). Throughout berry development, despite the fact that we see a general decrease from the pre-veraison to ripening stages, in the late ripening progression phase we see a subtle increase (Supplementary Fig. S1A). This response is much more evident in the cv. ‘Corvina’ expression atlas (Supplementary Fig. S1B), where *AQ* is up-regulated by post-harvest withering, a process inducing a strong dehydration stress response in the berry (Zamboni *et al.*, 2008). The expression of these genes was compared with that of *AQ* Arabidopsis homologues by inspecting RNA-Seq gene expression atlases in Genevestigator (Hruz *et al.*, 2008; https://genevestigator.com/). As seen in Supplementary Fig. S2, *AtHRS1* and *AtHHO3* have their highest expression in roots, whereas *HHO2* is mostly expressed in hypocotyl, blades (lamina), and roots. *HHO3* is also widely expressed (though more variably) in shoots and leaves.

As we previously identified *AQ* to be highly induced by cold (Xin *et al.*, 2013), we tested the temporal cold induction pattern of *AQ* in *V. amurensis* and cv. ‘Muscat Hamburg’, two *Vitis* species with contrasting tolerance to cold (Fennell, 2004). We performed qRT-PCR in cold-treated (4 °C) shoot apex samples, which included one well-developed leaf. The expression of *VaAQ* and *VvAQ* rapidly increased after initiating cold stress and peaked at 24 h (9.7-fold) and 48 h (4.9-fold), respectively (Fig. 2A). One-way ANOVA showed that all time points were significantly different between genotypes except at 2 h and 8 h, with a higher expression of *VaAQ* at 2, 4, 12, and 24 h (Fig. 2A). Two-way ANOVA indicated there was a significant ‘genotype×time’ interaction (Supplementary Table S3). These results indicate that *AQ* is induced by cold stress and that this response is earlier in *V. amurensis* than in *V. vinifera* cv. ‘Muscat Hamburg’.

**Fig. 2.**
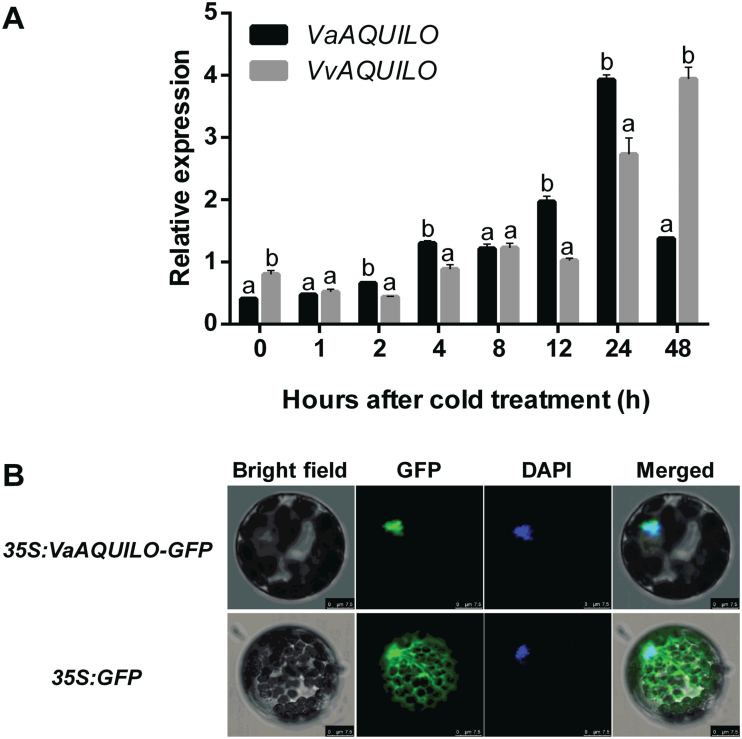
Cold induction and subcellular localization of AQUILO (AQ) in grapevine. (A) Expression pattern of *VaAQ* and *VvAQ* under cold stress in shoot apices and young leaves. *MALATE DEHYDROGENASE* (*MDH*, *VIT_07s0005g03350*) and *ACTIN* (*VIT_04s0044g00580*) genes were used as calibration qRT-PCR controls. Each reaction was performed in triplicate (technical replicates) with three independent biological replicates (*n*=3). The relative expression was calculated using the 2^−ΔΔCt^ method. Error bars represent the SE. Different letters indicate significant differences at a given time point (*P*<0.05; one-way ANOVA). (B) Subcellular localization of VaAQ in Arabidopsis protoplasts. The fluorescent signal generated by a *35S:VaAQ*-GFP construct transfected in Arabidopsis protoplasts was detected by confocal laser scanning microscopy. The images are representative of three independent experiments resulting in the same fluorescence pattern. Scale bars correspond to 10 µm.

### VaAQ is localized to the nucleus

Sequence analysis tools such as NLS-mapper, LocSigdb, and NLSdb suggested that VaAQ did not contain a nuclear localization signal, but as a hypothetical transcription factor, it should be localized to the nucleus, as seen for its Arabidopsis orthologues AtHRS1 and AtHHO2 (Medici *et al.*, 2015; Nagarajan *et al.*, 2016). We fused the ORF of *VaAQ* to the N-terminus of the GFP protein under the control of the CaMV *35S* promoter. 35S:VaAQ–GFP and a control GFP construct were independently transformed in Arabidopsis protoplast cells. VaAQ–GFP green fluorescence was exclusively detected in the nucleus while GFP signal was evenly distributed in both the cytoplasm and nucleus (Fig. 2B), suggesting that VaAQ exerts its roles in the nucleus, probably affecting transcription.

### Ectopic expression of *VaAQ* enhances cold tolerance in transgenic Arabidopsis

To investigate further the function of *VaAQ* in response to cold stress, seven T_3_ homozygous transgenic Arabidopsis lines were generated and three single insertion transgenic lines (#1, #2, and #3) displaying high *VaAQ* expression levels were used in subsequent experiments. To evaluate the function of VaAQ in cold tolerance, 3-week-old WT and transgenic Arabidopsis plants were subjected to a cold and freezing treatment. The results showed that *VaAQ*-overexpressing plants displayed significantly improved cold tolerance (Fig. 3A-B). The average survival rate of the *VaAQ*-overexpressing plants was >20% after freezing stress at −11 °C, whereas all WT plants were frozen to death (Fig. 3C). The electrolyte leakage and MDA content are widely used as indicators for membrane damage, while the latter also indirectly indicates ROS damage as MDA measures a by-product of ROS accumulation in the form of lipid peroxidation products. In this study, the electrolyte leakage of *VaAQ*-overexpressing plants was significantly lower in two of the three Arabidopsis transgenic lines treated at –8°C (Fig. 3D). There was no significant difference in MDA content among transgenic lines and the WT control under non-stress conditions, while in the transgenic plants the content was significantly lower under cold stress (Fig. 3E). These results indicate that VaAQ can reduce membrane damage and that this may represent one of the mechanisms by which AQ improves tolerance to cold stress.

**Fig. 3.**
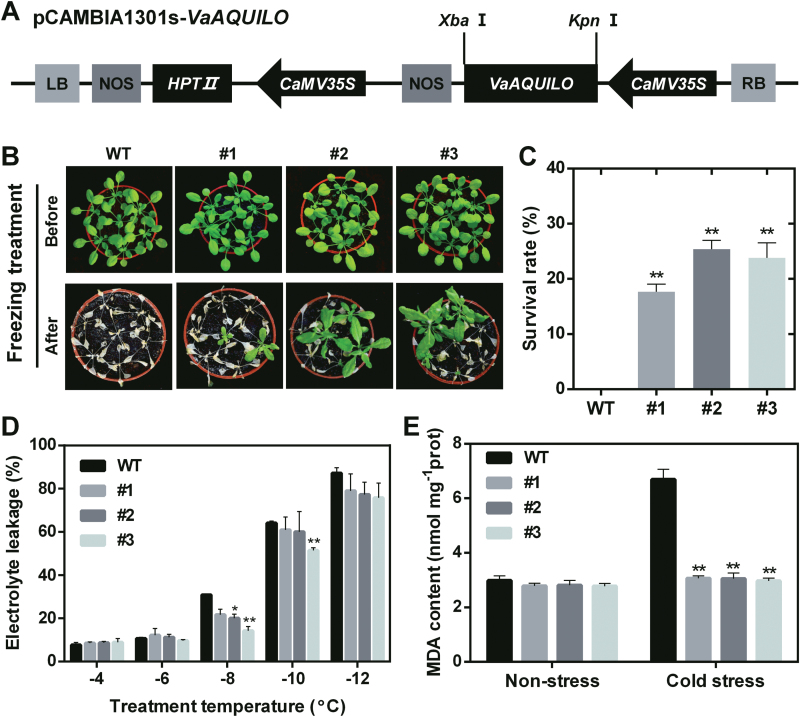
*VaAQUILO* (*VaAQ*) overexpression generates a cold tolerance response in transgenic 3-week-old Arabidopsis plants. (A) Organization of the vector used for transformation of Arabidopsis plants. (B) Phenotypes of the overexpression (OE) lines (#1, #2, and #3) and WT control after cold and freezing treatment. (C) Survival rate of transgenic Arabidopsis after freezing treatment. (D) Electrolyte leakage of OE lines and WT plants treated at –4 °C to –12 °C. (E) MDA contents under non-stress and cold stress (4 °C for 3 d) conditions. Data are mean values ±SE of three biological replicates. Asterisks (**) and (*) indicate significant differences compared with the WT at *P*<0.01 and *P*<0.05 (Student’s t-test), respectively.

### *VaAQ* overexpression increases antioxidant enzyme activities and up-regulates ROS scavenging-related genes

To investigate further the physiological changes in *VaAQ*-overexpressing Arabidopsis, we tested the activities of three antioxidant enzymes, namely SOD, POD, and CAT. Previous studies have shown that cold tolerance is indeed affected by these activities *in planta* (Lee and Lee, 2000; Kuk *et al.*, 2003; Zhou *et al.*, 2012). Under non-stressed conditions, overexpression of *VaAQ* had no significant effects on the activities of SOD and CAT (Fig. 4A, C). However, when exposed to 4 °C (stress condition), SOD and CAT displayed significantly higher activities in *VaAQ*-overexpressing plants when compared with WT plants (Fig. 4A, C). In contrast, under both non-stressed and cold-stressed conditions, *VaAQ*-overexpressing plants displayed significantly higher POD activity (Fig. 4B), potentially conferring a more effective antioxidant defence system compared with WT plants (Fig. 4B).

**Fig. 4.**
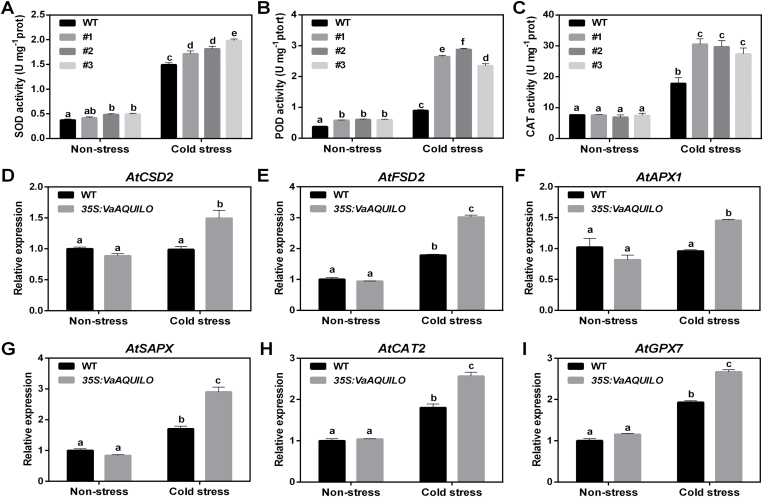
Effect of *VaAQUILO* (*VaAQ*) overexpression (OE) on antioxidant enzyme activities and the expression of ROS-scavenging-related genes. Superoxide dismutase (SOD; A), peroxidase (POD; B), and catalase (CAT; C) activities in OE lines and WT plants under non-stress and cold stress conditions. Gene expression levels of *AtFSD2* (At5g51100; D), *AtCSD2* (At2g28190; E), *AtCAT2* (At4g35090; F), *AtAPX1* (At1g07890; G), *AtSAPX* (At4g08390; H), and *AtGPX7* (At4g31870; I) were monitored under the same conditions. Transcript levels were analysed by qRT-PCR using *ACTIN2* (*ACT2*, AT3G18780) and *UBIQUITIN10* (*UBQ10*, At4g05320) as calibration controls. Gene expression was normalized to the expression obtained in the WT under non-stressed conditions. Each reaction was performed in triplicate (technical replicates). Data are mean values ±SE of three biological replicates (*n*=3). Different letters indicate significant differences compared with the WT under non-stress conditions (*P*<0.05, as determined by one-way ANOVA with a post-hoc LSD test).

To gain further insights into the molecular mechanism underlying the enhanced antioxidant enzyme activities in *VaAQ*-overexpressing Arabidopsis, the expression patterns of six ROS-scavenging-related genes (Mittler *et al.*, 2004) was examined in WT and transgenic plants under non-stressed and cold stress conditions (Fig. 4D–I). These genes comprised two SOD genes (*AtFSD2* and *AtCSD2*), two ascorbate POD genes (*AtAPX1* and *AtSAPX*), a CAT gene (*AtCAT2*), and a glutathione POD gene (*AtGPX7*). Under non-stressed conditions, there was no significant difference in the expression of these genes between the WT and transgenic plants (Fig. 4D–I). After cold treatment, however, transcript levels of all analysed genes were slightly up-regulated in the *VaAQ*-overexpressing plants and displayed a significantly higher expression in the transgenic versus WT plants (Fig. 4D–I). These results suggest that the increased antioxidant enzyme activities and transcript levels of ROS-scavenging-related genes may play positive roles in improving cold tolerance of *VaAQO*-overexpressing Arabidopsis plants.

### Modulation of cold-responsive gene expression in *VaAQ*-overexpressing Arabidopsis

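The sequenced RNA came from 3-week-old Arabidopsis plants grown at 22 °C, either WT or carrying *VaAQ* under the *35S* promoter (35S:VaAQ), which drives strong expression in most tissues. Plants were either kept without stress (WT-NS and 35S:AQ-NS) or treated at 4 °C for 3 d (WT-S and 35S:AQ-S). The paper's methods name rosette leaves as the tissue, whereas the sample descriptions of the data name entire plants. Each of the 4 conditions had 2 biological replicates, which gave 8 libraries. Material from 3 independent transgenic lines was pooled in equal amounts for the 35S:VaAQ samples, so that differences between lines cannot be seen in the data. The authors trimmed the reads, mapped them to the TAIR10 genome with STAR, counted reads of high mapping quality on genes with featureCounts, and deposited expression as FPKM, the number of fragments on a gene relative to the length of its exons and to the depth of the library, with one value per gene and library. The files analysed here hold no read counts, and the steps between their smallest FPKM values correspond to 20.06 M to 20.79 M reads per library. At that depth 1 read on a gene with 1 kb of exon equals 0.048 to 0.050 FPKM. The 2 replicates of a condition are named a and b here, in the order of the columns, with no pairing between conditions. Across genes, Pearson's r of log2(FPKM + 1) between the replicates was 0.989 in WT-NS, 0.994 in WT-S, 0.992 in 35S:AQ-NS, and 0.992 in 35S:AQ-S, where genes are not independent replicates. For the values reported with the claims, log2(FPKM + 1) of all 8 libraries was fitted in one limma model with the 4 conditions. Genes with a mean of at least 1 FPKM in either condition of a comparison were tested, with Benjamini-Hochberg adjusted p-values. A gene was counted as changed at an adjusted p under 0.05 and a change of at least 1.5-fold on the log2(FPKM + 1) scale. An exact permutation test of 2 libraries against 2 cannot give a p under 0.333, so the adjusted p-values rest on the spread that limma shares between genes. The edgeR and HTSFilter steps of the paper need read counts and are not part of these values. Gene positions are from the TAIR10.1 annotation.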

Since Arabidopsis plants overexpressing *VaAQ* had increased tolerance to cold and higher antioxidant enzyme activities than WT plants, we hypothesized that an increased activation of the cold response pathway was directly exerted through VaAQ. mRNA libraries were constructed for the four previously tested samples (WT and 35S:VaAQ in cold and non-stressed conditions) and sequenced by BGISEQ-500. After adaptor and low-quality base trimming, 185422178 clean reads (23.2 million reads in average per condition) remained. 

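From the FPKM values, 163.6 M reads were implied for the 8 libraries together, counted after mapping and the filter on mapping quality. The depth was even, with a mean of 20.49 M reads per library in WT-NS, 20.40 M in WT-S, 20.64 M in 35S:AQ-NS, and 20.29 M in 35S:AQ-S (n = 2 each). The deepest library held 1.04 times the reads of the shallowest. In 99.3% to 99.8% of the values up to 0.2 FPKM in a library, the value equalled a whole number of reads at this depth. The number of genes with at least 1 FPKM was between 16661 and 17379 per library. The 10 most abundant genes held 10.8% of the summed FPKM in WT-NS, 10.4% in WT-S, 9.7% in 35S:AQ-NS, and 12.2% in 35S:AQ-S (means of 2 libraries). The median ratio of FPKM to the geometric mean of the conditions, a scale factor that equals 1 when the typical gene is at the same level, was 0.886 and 0.893 in the 35S:AQ-S libraries. It was 1.02 and 1.06 in WT-S, and 1.09 in both 35S:AQ-NS libraries.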

An average of 94.1% of reads mapped uniquely to the reference genome, while 5.38% of reads mapped to multiple loci and were discarded. Principal component analysis (PCA) showed that a majority of the variation in abundances of mRNAs between libraries is associated with cold stress (PC1 of 80%; Fig. 5A), while PC2 was inferred to capture predominantly transgene-induced variation (16%). 

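Principal components were computed from the linear FPKM of all genes in the 8 libraries, centred for each gene and not scaled. PC1 held 82.001% of the variance, PC2 11.1%, and PC3 4.4%. Each component's variance was then divided among the 2 factors, their interaction, and the differences between replicates. Of the variance along PC1, 97.2% lay between the cold and the non-stressed libraries, and 1.4% between replicates of a condition. Along PC2, 1.0% lay between 35S:VaAQ and WT, 66.0% in the interaction of genotype and cold, and 31.1% between replicates. The interaction means that the PC2 score of 35S:VaAQ relative to WT had opposite signs in the cold and without stress. The 35S:AQ-S replicates were themselves far apart on PC2, with scores of 5673 and −597 FPKM. Scaling each gene to unit variance changed the shares most, to 48.7% for PC1 and 20.7% for PC2. From the positions of the libraries along these components, the paper associates PC1 with cold stress and infers that PC2 mostly carries the variation due to the transgene.

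**Figure D1:**
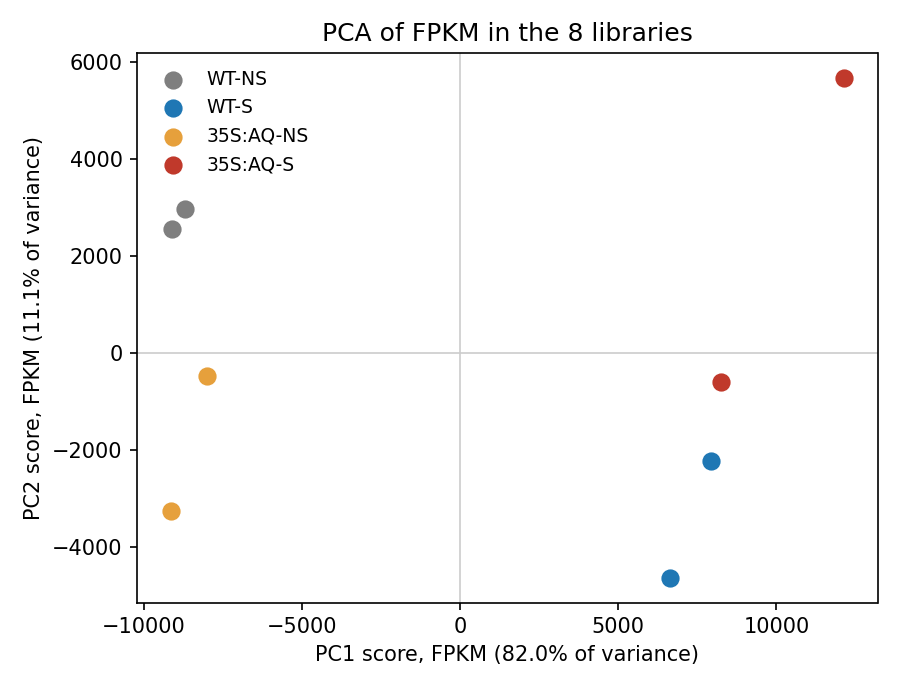
Scores of the 8 libraries on PC1 (horizontal axis) and PC2 (vertical axis), in FPKM, coloured by condition. The non-stressed libraries have PC1 scores from −9149 to −8016 and the cold libraries from 6627 to 12132; on PC2, 35S:AQ-S replicate a lies highest at 5673 and WT-S replicate a lowest at −4635.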

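In the cold, 17206 genes had a mean of at least 1 FPKM in WT-S or 35S:AQ-S and were tested with limma. Of these, 85 were higher and 1209 were lower in 35S:AQ-S (adjusted p under 0.05 and at least 1.5-fold). By the adjusted p alone, 291 were higher and 3038 lower. Without stress, 3 of 17591 tested genes were higher and 3 lower in 35S:AQ-NS than in WT-NS, by either definition. By the fold change alone, 124 genes were at least 1.5-fold higher and 1324 lower in the cold, and 566 higher and 127 lower without stress. The median standard error of a log2 fold change was 0.128 in the cold comparison and 0.129 in the non-stressed comparison. Across all tested genes, the median log2 fold change was −0.155 in the cold, where 29.9% of genes were higher in 35S:AQ-S, and 0.106 without stress, where 66.4% were higher in 35S:AQ-NS. With FPKM scaled by the median ratio, which removes such a shift of all genes, 417 genes were higher and 311 lower in the cold, and 1 higher and 1 lower without stress. Leaving out either 35S:AQ-S library or WT-S replicate b left 1 higher and 3 lower, 0 higher and 1 lower, and 0 higher and 1 lower in the cold, respectively. Across the 8 fits that each left out one library, between 0 and 87 genes were higher and between 1 and 1258 lower.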

The differential expression analysis, run through edgeR, showed 1940 and 2205 genes to be up- and down-regulated (FDR <0.05) by *VaAQ* overexpression in the stressed condition, compared with 345 and 233 in the non-stressed condition (Supplementary Table S4). This indicates that the biggest differences between the WT and 35S:VaAQ, in terms of the number of DEGs, are found when the cold stress is imposed.

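With all 8 libraries, the differences were larger and more genes were changed in the cold. The median absolute log2 fold change between 35S:VaAQ and WT was 0.227 in the cold and 0.183 without stress, and 90% of genes had an absolute log2 fold change of up to 0.556 and 0.448, respectively. For comparison, cold alone changed 4242 genes upwards and 3253 downwards in WT (WT-S against WT-NS), and 2671 upwards and 5361 downwards in 35S:VaAQ (35S:AQ-S against 35S:AQ-NS). Only 1 gene was changed by *VaAQ* in the same direction with and without cold, and 0 in opposite directions. The numbers without stress depended on single libraries. They rose strongly when WT-NS replicate b was left out and fell when WT-NS replicate a was left out. They also fell when either WT-S library was left out, although neither is part of this comparison. Without WT-NS replicate b, the order of the comparisons was reversed, with more genes changed without stress than in the cold. It was also reversed without 35S:AQ-S replicate b, at 0 higher and 1 lower in the cold against 3 and 0 without stress. The paper compares the number of DEGs of the cold and the non-stressed comparison and concludes that the largest differences between WT and 35S:VaAQ arise under cold.

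**Figure D2:**
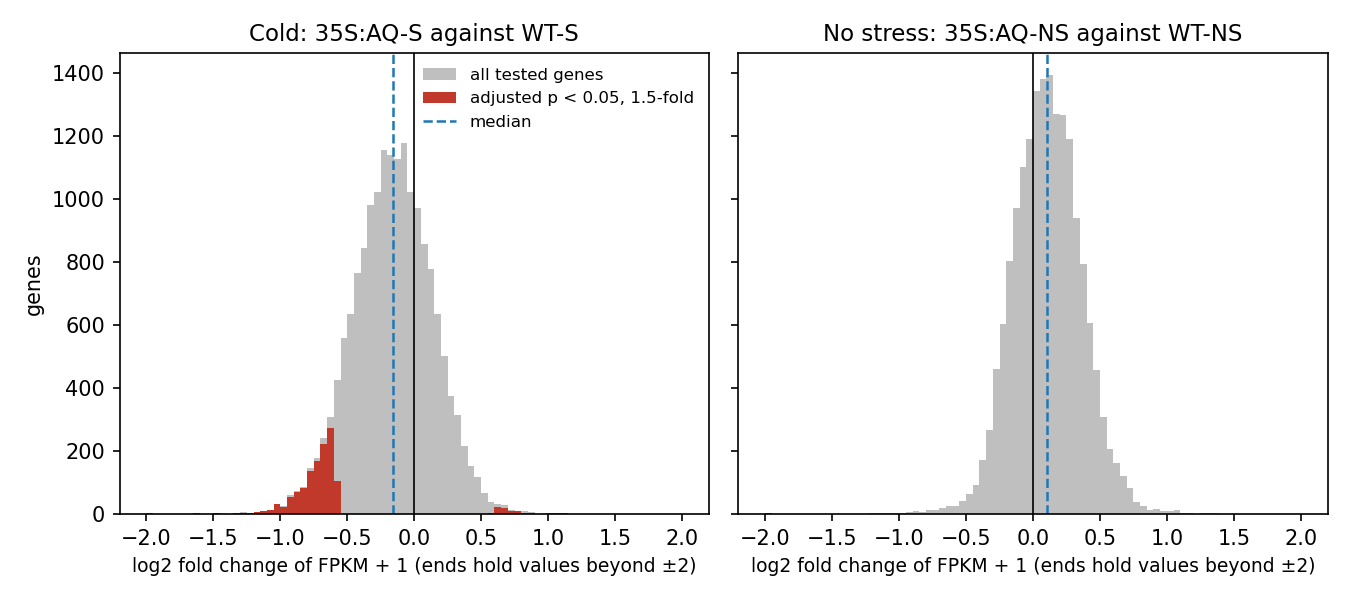
Number of genes (vertical axis) by log2 fold change of FPKM + 1 between 35S:VaAQ and WT (horizontal axis), in the cold (left) and without stress (right), in grey for all tested genes and in red for genes with an adjusted p under 0.05 and at least 1.5-fold. The dashed median lies at −0.155 in the cold and at 0.106 without stress, and red bars are visible mainly below 0 in the cold.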

**Fig. 5.**
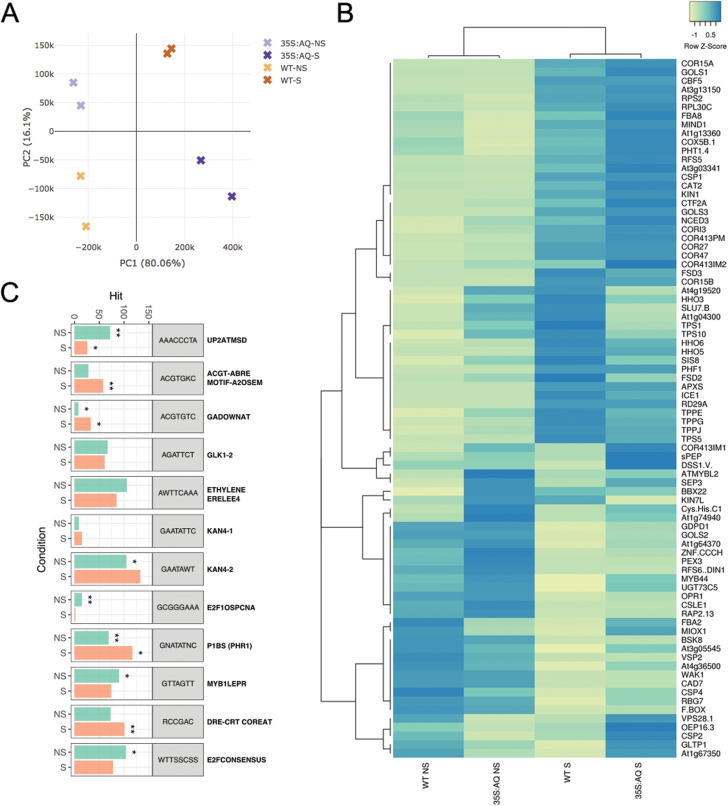
RNA-Seq analysis of *VaAQUILO* (*VaAQ*) overexpression in cold-treated Arabidopsis plants. (A) Principal component analysis (PCA) of WT and *35S:AQ* stressed (cold-treated, S) and non-stressed (NS) data sets, confirming different expression signatures for each condition. The percentage of variation is depicted on the PC1 and PC2 axes. (B) Expression heatmap for a selected list of significantly affected genes (FDR <0.05) related to cold responses, trehalose phosphate and galactinol/raffinose pathways, antioxidant enzymes, phosphate homeostasis, and other highly up-regulated genes in response to *VaAQ* overexpression. Gene IDs, together with their RPKM and log2FC values can be found in Supplementary Table S5. Negative and positive *Z*-scored RPKM values represent low and highly expressed genes, respectively, while values around zero correspond to mild expression. (C) Distribution and enrichment of selected *cis*-regulatory elements (CREs) in the promoter region of *AQ*-up-regulated genes in S and NS conditions. The number of target promoters (Hit) containing the relevant CRE is depicted. Statistically significant CRE observations are represented with asterisks *(0.01>FDR>1.0E-3), **(1.0E-3>FDR>1.0E-5), ***(FDR<1.0E-17). A complete list of CREs in both *35S:AQ* data sets is found in Supplementary Table S7.

We further inspected those genes with the highest expression differences between WT and *VaAQ*-overexpressing plants. 

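Among genes with a mean of at least 1 FPKM, the 5 with the largest log2 fold change in each direction were taken from each comparison. In the cold, the largest increases were in AT3G29633 at 2.82 (standard error 1.17, adjusted p = 0.114), and in the tRNA gene AT1G60840 and the snoRNA gene AT1G19373, on which only 8 and 14 reads were implied over the 4 libraries. *SOT12* (AT2G03760, on chromosome 2 from 1149295 to 1150663) increased from 4.55 ± 0.35 FPKM in WT-S to 12.7 ± 7.4 in 35S:AQ-S (SD, n = 2), a log2 fold change of 1.19 (standard error 0.31, adjusted p = 0.030), with a wide spread between the 35S:AQ-S replicates. The microRNA gene *MIR169j* (AT3G26813) had a log2 fold change of 1.13 (standard error 0.33, adjusted p = 0.046). The largest decrease was in the non-coding RNA gene AT2G01422 (on chromosome 2 from 183940 to 184734), from 18.7 ± 13 to 0.784 ± 1.1 FPKM (SD, n = 2), a log2 fold change of −3.43 (standard error 0.49, adjusted p = 0.019). The others were AT2G21105 at −2.35 (standard error 0.10, adjusted p = 2.7e-05), with 2 reads in all, and the chloroplast genes ATCG00760, ATCG01100, and ATCG01110, with log2 fold changes of −1.65, −1.63, and −1.61. Without stress, the largest increases after AT3G29633, at 2.53 (standard error 1.17, adjusted p = 0.211), were in AT5G40450 (1.88, adjusted p = 0.097) and AT3G44769 (1.49, adjusted p = 0.015, 17 reads), followed by the chloroplast genes ATCG01100 and ATCG00800. The genes *BGL2* (AT3G57260), *PR1* (AT2G14610), and *TAT3* (AT2G24850) decreased, with log2 fold changes of −2.69, −2.41, and −2.23, as did *NATA1* (AT2G39030) at −1.96. AT2G01422, the largest decrease in the cold, was lower here as well, at −2.68 (standard error 0.49, adjusted p = 0.097). Of these, *BGL2* (adjusted p = 0.040) and *NATA1* (adjusted p = 0.032) passed the threshold. The log2 fold change of AT3G29633 in the cold was 0.62 without 35S:AQ-S replicate a and 5.03 without 35S:AQ-S replicate b.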

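Supplementary Table S5 lists the 80 genes of the heatmap, and all of them are in the files. The paper selected them from these same libraries, partly by their difference between WT and 35S:VaAQ, so their direction is not independent of the list. In the cold, 58 of the 80 were higher in 35S:AQ-S than in WT-S, with a median log2 fold change of 0.215 and a range from −0.73 to 2.82. The adjusted p was under 0.05 for 8 genes that were higher and 6 that were lower. Without stress, 46 were higher in 35S:AQ-NS, 1 of them with an adjusted p under 0.05. In WT, cold raised 50 of the 80, 41 with an adjusted p under 0.05, and lowered 19 with an adjusted p under 0.05. After scaling FPKM by the median ratio, 67 genes were higher in 35S:AQ-S, 26 of them with an adjusted p under 0.05.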

The expression heatmap in Fig. 5B shows a selection of such genes, including canonical cold pathway marker genes. 

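Genes were sorted by their response to cold in WT (WT-S against WT-NS) and to *VaAQ* in the cold (35S:AQ-S against WT-S), with an adjusted p under 0.05 as the only criterion. Of the 77 genes of the heatmap that were tested in both comparisons, 4 were raised by both, 31 were raised by cold with no change by *VaAQ* past the threshold, 3 were lowered by cold and raised by *VaAQ*, and 0 were lowered by both. A further 6 were raised by cold and lowered by *VaAQ*, 16 were lowered by cold alone, 1 was raised by *VaAQ* alone, and 16 changed in neither comparison. Over all 17134 genes tested in both comparisons, the numbers for the 4 categories of the paper were 96, 4641, 117, and 291, respectively, while 1720 genes were raised by cold and lowered by *VaAQ*. The split depended on the scale of the libraries. Under the median ratio, 7 genes of the heatmap were raised by both and 13 were lowered by cold and raised by *VaAQ*. The paper reads its categories from hierarchical clustering of the heatmap rather than from a test of each gene, and takes the genes raised by cold and further by *VaAQ* as a sign of synergy between *AQ* and the cold pathway.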

Hierarchical clustering analysis showed that DEGs were mainly classified into four major categories: (i) genes induced by cold but even more by *VaAQ* (suggesting a synergistic role of *AQ* and the cold pathway); (ii) those exclusively induced by cold; (iii) genes induced by *VaAQ* but repressed by cold itself; and (iv) those repressed by cold and *VaAQ* overexpression. 

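The *COR* genes were taken as the 14 genes of Supplementary Table S5 that are named or described as cold regulated or cold shock genes, together with *KIN1* and *RD29A*. That table was selected from these same libraries, so the direction of its genes is not independent of the selection. Of these, 12 were higher in WT-S than in WT-NS, 10 of them with an adjusted p under 0.05, with a median log2 fold change of 1.52. In the cold, 12 of the 14 were higher in 35S:AQ-S than in WT-S, with a median log2 fold change of 0.194 and a range from −0.16 to 0.77. For 2 genes the difference passed an adjusted p of 0.05. *KIN1* (AT5G15960) lies on chromosome 5 from 5209717 to 5210826 and has 3 annotated exons. Its expression was 3.86 ± 0.22 FPKM in WT-NS, 1000 ± 80 in WT-S, and 1333 ± 37 in 35S:AQ-S (SD, n = 2), and *VaAQ* changed it in the cold by a log2 fold change of 0.42 (standard error 0.11, adjusted p = 0.038). The cold-regulated gene AT3G03341 (on chromosome 3 from 790130 to 790693) rose from 4.91 ± 0.43 FPKM in WT-S to 9.10 ± 1.1 in 35S:AQ-S (SD, n = 2), a log2 fold change of 0.77 (standard error 0.15, adjusted p = 0.020). For *COR15A* (AT2G42540), the means were 3494 ± 583 FPKM in WT-S and 4477 ± 568 in 35S:AQ-S (SD, n = 2), and the difference was close to the spread between replicates (log2 fold change 0.36, standard error 0.19, adjusted p = 0.196). Scaling FPKM by the median ratio put all 14 genes higher in 35S:AQ-S, 5 of them with an adjusted p under 0.05. Other processing weakened the 2 genes past the threshold. The adjusted p of *KIN1* was 0.069 with a pseudocount of 0.1 and 0.065 with FPKM rescaled to one sum. It was 0.077 with log2 values centred within bins of exon length. The adjusted p of AT3G03341 was 0.131 with a pseudocount of 0.1. From their expression in the heatmap, the paper concludes that many *COR* genes were more strongly induced in 35S:VaAQ.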

We found a significant up-regulation of a set of cold-related genes (*COR* genes) many of which were more induced in the *35S:VaAQ* condition (Fig. 5B; Supplementary Table S5). 

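*GoLS1* (AT2G47180) lies on chromosome 2 from 19368798 to 19370478 and has 4 exons in the TAIR10.1 annotation. Its expression was 2.47 ± 0.63 FPKM in WT-NS, 13.9 ± 1.1 in WT-S, and 20.7 ± 4.3 in 35S:AQ-S (SD, n = 2). Cold raised it in WT with a log2 fold change of 2.11 (standard error 0.17, adjusted p = 1.2e-05), and *VaAQ* in the cold gave a log2 fold change of 0.53 (standard error 0.17, adjusted p = 0.059). *GoLS3* (AT1G09350, on chromosome 1 from 3019639 to 3021443) went from 2.53 ± 0.30 FPKM in WT-NS to 284 ± 12 in WT-S and 344 ± 13 in 35S:AQ-S (SD, n = 2). The response to cold in WT was 6.34 on the log2 scale (adjusted p = 1.2e-08), and the difference between 35S:AQ-S and WT-S was 0.27 (standard error 0.12, adjusted p = 0.134). *RFS5* (AT5G40390, on chromosome 5 from 16161449 to 16165453) was at 4.06 ± 0.43 FPKM in WT-NS, 10.7 ± 1.3 in WT-S, and 14.1 ± 3.2 in 35S:AQ-S (SD, n = 2). Its log2 fold change was 1.21 for cold in WT (adjusted p = 2.9e-04) and 0.36 for *VaAQ* in the cold (standard error 0.17, adjusted p = 0.166). In all 3 genes, both 35S:AQ-S libraries were above both WT-S libraries, and the increase by *VaAQ* did not pass an adjusted p of 0.05. Scaling FPKM by the median ratio moved the difference by *VaAQ* to 0.75 for *GoLS1* (adjusted p = 0.042), 0.50 for *GoLS3* (adjusted p = 0.038), and 0.57 for *RFS5* (adjusted p = 0.069), and leaving out 35S:AQ-S replicate b moved that of *RFS5* to 0.14. The paper places these genes in its category (i), induced by cold and further by *VaAQ*.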

Other interesting genes falling into category (i) correspond to genes coding for galactinol synthases (GoLS1/3) and a raffinose synthase (RFS5), both types of enzymes participating in the synthesis of RFOs. These sugars have been previously associated in Arabidopsis with chilling stress tolerance and as plant cell protectants from oxidative damage (Nishizawa *et al.*, 2008; Nishizawa-Yokoi *et al.*, 2008). 

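*PHT1-4* (AT2G38940, on chromosome 2 from 16257157 to 16260253 in TAIR10.1) was near the limit of 1 FPKM used for testing, at 1.00 ± 0.031 FPKM in WT-NS, 1.30 ± 0.94 in WT-S, 0.764 ± 0.059 in 35S:AQ-NS, and 1.61 ± 0.44 in 35S:AQ-S (SD, n = 2). The WT-S replicates were as far apart as 0.64 and 1.96 FPKM. None of its differences passed the test on FPKM as deposited. The log2 fold changes were 0.14 for cold in WT (adjusted p = 0.629), 0.24 for *VaAQ* in the cold (adjusted p = 0.505), and 0.37 for 35S:AQ-S against WT-NS (adjusted p = 0.1998). For cold in 35S:VaAQ, it was 0.56 (adjusted p = 0.065), and 0.72 with FPKM scaled by the median ratio (adjusted p = 0.028). *PHF1* (AT3G52190, on chromosome 3 from 19353867 to 19357261, 10 exons) was at 4.44 ± 0.42 FPKM in WT-NS, 9.53 ± 1.2 in WT-S, 4.62 ± 0.32 in 35S:AQ-NS, and 9.28 ± 1.1 in 35S:AQ-S (SD, n = 2). Cold raised *PHF1* in WT by 0.95 on the log2 scale (standard error 0.13, adjusted p = 2.4e-04). No difference between 35S:VaAQ and WT was detectable for it, with log2 fold changes of −0.03 in the cold (adjusted p = 0.875) and 0.05 without stress (adjusted p = 0.836). For *PHT1-4*, leaving out either WT-S library moved the difference in the cold to −0.19 or 0.66. The paper groups both genes as raised by cold and *AQ*. From this it proposes that AQ may have a part in phosphate homeostasis, as AtHRS1 and AtHHO2 do.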

Two phosphate-related genes were also up-regulated by cold and AQ, namely *INORGANIC PHOSPHATE TRANSPORTER 1-4* (*PHT1-4*) and *PHOSPHATE TRANSPORTER TRAFFIC FACILITATOR 1* (*PHF1*), suggesting that AQ may share the roles of AtHRS1 and AtHHO2 (and potentially AtHHO3) in phosphate homeostasis (Liu *et al.*, 2009; Nagarajan *et al.*, 2016) and also that cold itself may affect phosphate metabolism through AQ’s function. Among the most highly induced genes in all *35S:VaAQ* conditions, we found a short ORF potentially coding for a small peptide (sORF-encoded polypeptide or SEP, At3g29633) with an as yet unknown function, and a cysteine/histidine-rich C1 domain family protein (At3g27473), which could represent interesting direct targets of AQ in Arabidopsis.

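AT3G29633 lies on chromosome 3 from 11452509 to 11453528 in TAIR10.1 and is annotated as a protein-coding gene with 1 exon. It was at 0.143 ± 0.067 FPKM in WT-NS and 0.841 ± 0.24 in WT-S, against 7.66 ± 7.9 in 35S:AQ-NS and 30.3 ± 40 in 35S:AQ-S (SD, n = 2). The 35S:VaAQ replicates were far apart, at 58.8 and 1.82 FPKM in 35S:AQ-S and at 2.06 and 13.3 FPKM in 35S:AQ-NS, although each was above both WT libraries of the same treatment. The log2 fold change was 2.82 in the cold (standard error 1.17, adjusted p = 0.114) and 2.53 without stress (standard error 1.17, adjusted p = 0.211). AT3G27473 (on chromosome 3 from 10169123 to 10172060, 2 exons) was almost absent from WT, at 0.0213 ± 0.030 FPKM in WT-NS and 0.0107 ± 0.015 in WT-S, and reached 1.51 ± 0.18 in 35S:AQ-NS and 0.727 ± 0.35 in 35S:AQ-S (SD, n = 2). Its difference without stress, at 1.30 on the log2 scale (standard error 0.14), had an adjusted p of 0.032. In the cold it was 0.76 (standard error 0.14) and was not tested, since neither mean reached 1 FPKM. For genes this low, the pseudocount sets much of the log2 fold change, and with 0.1 in place of 1 the values in the cold were 3.52 for AT3G29633 and 2.84 for AT3G27473. From their induction in both treatments, the paper says that both genes could be direct targets of AQ.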

Despite the fact that *CBF* genes were not identified as DEGs in our RNA-Seq data, many genes belonging to the CBF pathway were indeed up-regulated. 

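The *CBF* genes lie next to each other on chromosome 4, with *CBF2* (AT4G25470) from 13015250 to 13016235, *CBF3* (AT4G25480) from 13018010 to 13019400, and *CBF1* (AT4G25490) from 13021780 to 13022996 in TAIR10.1. In the cold, *CBF1* was at 2.42 ± 0.34 FPKM in WT-S and 2.21 ± 0.050 in 35S:AQ-S, *CBF2* at 8.55 ± 1.1 and 11.7 ± 0.86, and *CBF3* at 8.51 ± 0.97 and 9.78 ± 0.76 (SD, n = 2). The log2 fold changes by *VaAQ* in the cold were −0.09 (adjusted p = 0.624), 0.42 (adjusted p = 0.066), and 0.18 (adjusted p = 0.281), respectively, so that none passed the threshold. Without stress, the same genes went from 0.581 ± 0.14 to 1.35 ± 0.13 FPKM, from 1.26 ± 0.38 to 2.43 ± 0.011 FPKM, and from 4.97 ± 0.19 to 9.20 ± 0.39 FPKM (SD, n = 2). Those log2 fold changes were 0.58, 0.61, and 0.77, each with an adjusted p of 0.097, and in each gene both 35S:AQ-NS libraries were above both WT-NS libraries. Cold raised all 3 genes in WT, with log2 fold changes of 1.11, 2.08, and 0.67 and adjusted p-values of 5.5e-05, 4.2e-06, and 9.2e-04. In the cold, FPKM scaled by the median ratio moved *CBF2* to 0.63 (adjusted p = 0.036) and reversed *CBF1*, at 0.07 (adjusted p = 0.700). Without stress, leaving out one of the libraries compared gave 0.49 to 0.67 for *CBF1*, 0.44 to 0.78 for *CBF2*, and 0.73 to 0.81 for *CBF3*.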

To test the activation of the CBF pathway by cold and/or *VaAQ* overexpression, we analysed the expression of *AtCBF1,2,3*, *AtICE1*, *AtCOR15A*, *AtCOR47*, *AtKIN1*, *AtRD29A*, and *AtGoLS3* by qPCR. Under no cold stress, transcript levels of *CBF* genes in the *VaAQ* overexpressors were significantly higher than those in the WT. However, after cold treatment, these genes were rapidly increased in the WT, not differing from the cold-treated *VaAQ*-overexpressing plants (Supplementary Fig. S3). From all tested genes, the clearest response was for *GoLS3*, whose transcript levels were higher in the transgenic Arabidopsis than in the WT, in both non-stressed and stressed conditions. These results suggest that *AQ* may either participate as part of the CBF pathway or belong to a pathway crosstalking with CBFs to enhance the cold tolerance in Arabidopsis.

We compared the proportion of GO categories between the genes differentially expressed upon *AQ* overexpression and the whole genome, and found that different stress responses were enriched (Supplementary Table S6). 

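The assignment of genes to GO terms is not in the files analysed here, so the enrichment itself was not computed again. The genes that Supplementary Table S6 lists under a term were followed instead, as far as their names could be read in the table. These genes were selected as up-regulated from the same libraries, so that their direction is not independent of the list. Of the genes under 'response to cold' among those up-regulated in the cold, 40 could be read, and all 40 were higher in 35S:AQ-S than in WT-S. Their median log2 fold change was 0.274, with a range from 0.17 to 0.64, and 2 had an adjusted p under 0.05. Without stress, 7 of the 40 were higher in 35S:AQ-NS than in WT-NS. In WT, cold raised 15 of them and lowered 16 at an adjusted p under 0.05. Scaling FPKM by the median ratio left all 40 higher and brought 22 under an adjusted p of 0.05.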

Interestingly, among up-regulated genes in the *35S:VaAQ* versus WT cold stress comparison, there is an enrichment of ‘cold acclimation’ (FDR=2.3E-08) and ‘cellular response to cold’ (FDR=0.00013) terms, suggesting that *AQ* overexpression increases the extent of the cold response itself. 

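Under 'cold acclimation', Supplementary Table S6 lists 17 genes, and all 17 were higher in 35S:AQ-S than in WT-S. The median log2 fold change was 0.347 and the range was from 0.128 to 0.582. The 3 genes with an adjusted p under 0.05 were *RHL41* (AT5G59820) at 0.58 (adjusted p = 0.026), *DI21* (AT4G15910) at 0.42 (adjusted p = 0.043), and *KIN1* at 0.42 (adjusted p = 0.038). In WT, 13 of the 17 were higher in the cold than without stress, 10 of them with an adjusted p under 0.05, and 3 were lower at that threshold. Without stress, 4 were higher in 35S:AQ-NS than in WT-NS. Under 'cellular response to cold', all 9 listed genes were higher in 35S:AQ-S, with a median log2 fold change of 0.385 (range 0.179 to 0.758). Of those, *BCB* (AT5G20230) at 0.76 (adjusted p = 0.046) and *CYS1* (AT5G12140) at 0.38 (adjusted p = 0.047) were under an adjusted p of 0.05. Every gene of the first term stayed higher under each alternative processing, and with FPKM scaled by the median ratio 9 of them were under an adjusted p of 0.05. From the enrichment of the terms, the paper reasons that *AQ* overexpression extends the cold response.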

Other highly enriched biological processes were ‘response to water deprivation’ (FDR=7.7E-16) and ‘response to oxidative stress’ (FDR=2.3E-15). 

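Of the genes listed under 'response to water deprivation', 40 could be read, and all of them were higher in 35S:AQ-S than in WT-S, 9 with an adjusted p under 0.05. Their median log2 fold change was 0.353 (range 0.122 to 0.804). For 'response to oxidative stress', all 34 genes that could be read were higher, with a median of 0.279 (range 0.149 to 0.647), and 3 had an adjusted p under 0.05. In the non-stressed comparison, 9 and 13 genes of these lists were higher in 35S:AQ-NS. After scaling FPKM by the median ratio, 22 and 18 genes, respectively, were higher in 35S:AQ-S at an adjusted p under 0.05.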

The molecular function ‘galactinol-sucrose galactosyltransferase activity’ category was also found with an FDR=0.01. 

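The 2 genes under this term were *RFS5* (AT5G40390) and *DIN10* (AT5G20250). In the cold, *RFS5* had a log2 fold change of 0.36 (standard error 0.17, adjusted p = 0.166) between 35S:AQ-S and WT-S, and *DIN10* had a log2 fold change of 0.34 (standard error 0.10, adjusted p = 0.049). *RFS5* was raised by cold in WT with a log2 fold change of 1.21 (adjusted p = 2.9e-04), whereas that of *DIN10* was −4.54 (adjusted p = 2.1e-08). With FPKM scaled by the median ratio, the differences by *VaAQ* were 0.57 and 0.48, respectively.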

In the non-stress comparison, *VaAQ* overexpression generates an enrichment of the molecular function term ‘hydrolase activity, acting on acid anhydrides, in phosphorus-containing anhydrides’ (FDR=3.0E-12) and the biological processes ‘chromatin remodelling’ (FDR=9.7E-12), including ‘histone H3-K9 demethylation’ (FDR=5.3E-07) and many other related processes. The terms ‘cellular response to phosphate starvation’ and ‘phosphate ion transport’ were found with FDR values of 0.06 and 0.08, respectively.

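For the CRE analysis of the files, the 300 protein-coding genes with the largest increase by *VaAQ* were taken from each comparison. In the cold, their log2 fold changes were from 0.439 upwards, 179 had an adjusted p under 0.05, and 273 are among the up-regulated genes of Supplementary Table S4. Without stress, the log2 fold changes were from 0.647 upwards, and 2 of the 300 had an adjusted p under 0.05. Promoters were the 1.5 kb upstream of the start of each of 27440 nuclear protein-coding genes in the TAIR10.1 genome, and a CRE was counted on either strand. The 12 CREs of Fig. 5C were compared between these genes and all other genes with Fisher's exact test, adjusted over the 12 CREs of a comparison.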

To complement the GO enrichment findings, we performed a CRE enrichment analysis in promoter sequences (1.5 kb upstream of the TSS) of up-regulated genes in the Arabidopsis *35S:VaAQ* groups (Supplementary Table S7). As seen in Fig. 5C, the non-stressed comparison data set was highly enriched with KAN4-2, GADOWNAT (germination and GA-related), P1BS (PHR1-binding sequence), MYB1LEPR, and E2F transcription factor-binding motifs (TFBMs), while the stress comparison was over-represented with the ABA drought-related ABRE and DRE motifs, GADOWNAT, and P1BS, among many others (Supplementary Table S7). 

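In the cold, the DRE motif (RCCGAC, where R is A or G) was present in 40.0% of the promoters of the 300 most up-regulated genes (95% Clopper-Pearson interval 34.4% to 45.8%) and in 31.0% of the others, an odds ratio of 1.49 (Fisher's exact test, p = 0.0011, adjusted p = 0.013). P1BS was present in 34.7% against 28.7% (Fisher's exact test, p = 0.029, adjusted p = 0.175), ABRE (ACGTGKC, where K is G or T) in 21.7% against 18.3% (adjusted p = 0.321 by Fisher's exact test), and GADOWNAT in 12.7% against 11.1% (adjusted p = 0.694 by Fisher's exact test). Only the DRE motif passed an adjusted p of 0.05 among the 12 CREs. Without stress, none of the 12 did. KAN4-2 was in 57.0% of the promoters of the most up-regulated genes against 57.4% of the others, GADOWNAT in 8.0% against 11.1%, P1BS in 28.7% against 28.8%, MYB1LEPR in 22.7% against 24.1%, and the E2F consensus in 40.3% against 36.5%. The DRE result depended on the genes used for comparison, and against genes with at least 1 FPKM in either condition its adjusted p was 0.089 (Fisher's exact test, 32.5% of the others). By the same test it was 0.121 with a pseudocount of 0.1 and 0.203 with all genes raised at least 1.5-fold. It was 7.6e-04 with promoters of 1 kb (32.3% against 22.2%) and 0.0015 with a minimum of 5 FPKM. From its own enrichment test, the paper concludes that these CREs were over-represented.

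**Figure D3:**
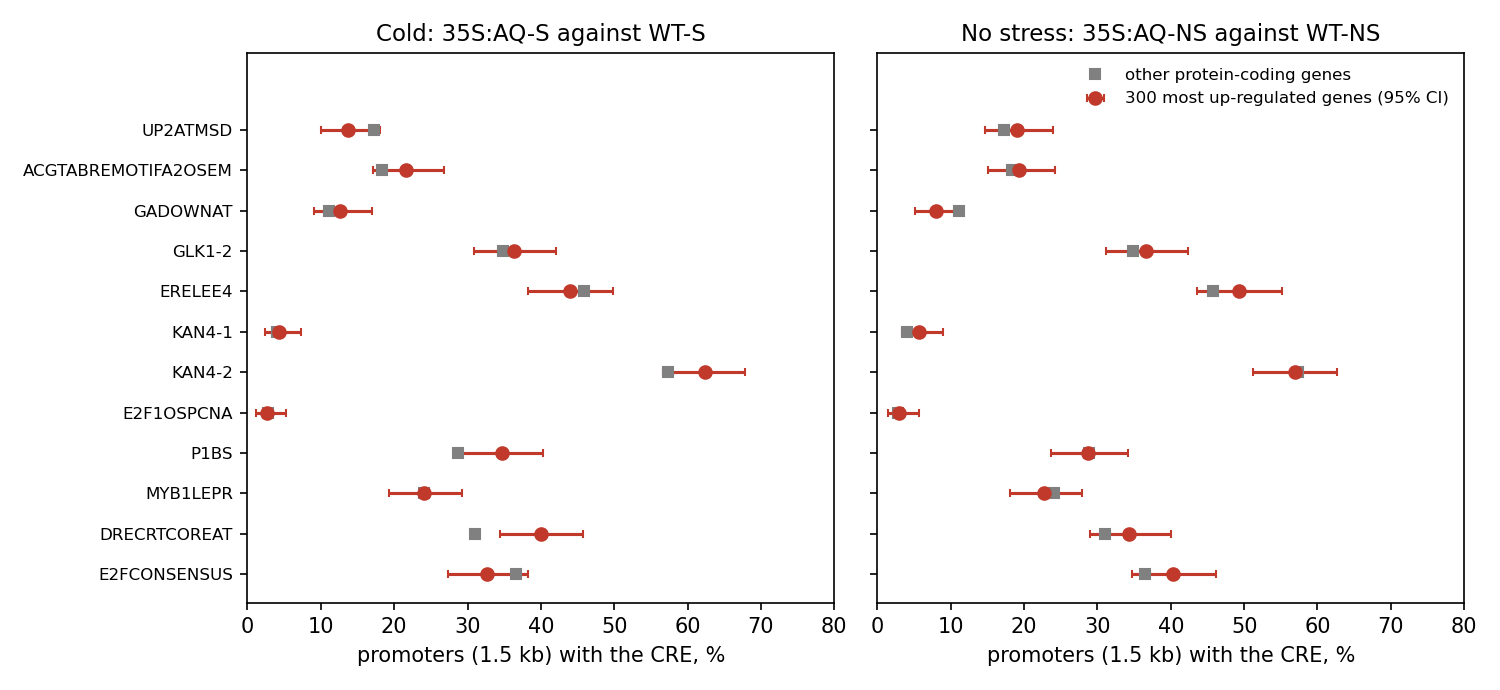
Share of promoters with each of the 12 CREs of Fig. 5C (horizontal axis, %), in the cold (left) and without stress (right). Red points are the 300 most up-regulated genes with 95% intervals, and grey squares are the other protein-coding genes. In the cold, the intervals of the DRE motif (40.0% against 31.0%) and of P1BS (34.7% against 28.7%) exclude their grey squares. Only the DRE motif had an adjusted p under 0.05 (Fisher's exact test).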

KAN4 is recognized by KANADI4/ABERRANT TESTA SHAPE (At5g42630; Merelo *et al.*, 2013), which belongs, like AtHRS1 and AQ, to the GARP family of transcription factors. P1BS instead is bound by PHOSPHATE STARVATION RESPONSE 1 (PHR1; Rubio *et al.*, 2001). The promoter of HHO2 is in fact enriched with P1BS motifs and it was demonstrated that PHR1 exerts a regulatory effect on HHO2 (Nagarajan *et al.*, 2016). These results add more lines of evidence to the idea that AQ increases the response to stress but that in non-stress conditions it may regulate other processes including phosphate homeostasis.

Recently, O’Malley *et al.* (2016) defined the promoter binding preferences for 529 transcription factors in Arabidopsis by using a DAP-Seq technique. Thus, we decided to compare the distribution of CRE from our RNA-Seq lists with those in the promoter regions of AtHRS1, AtHHO2, and AtHHO3 high confidence target genes. For this, we re-analysed the DAP-Seq data, by identifying peaks (FRiP ≥5%) that were only present in the promoter region (1.5 kb upstream of the TSS) of Arabidopsis genes (Supplementary Table S8). This analysis revealed that 328, 3441, and 4025 genes were potential targets of AtHRS1, AtHHO2, and AtHHO3, respectively. CRE analysis using high confidence (top ~350) bound genes resulted in the strong enrichments of GLK1, and P1BS-binding sites and especially KAN4 (Supplementary Fig. S4). It is worth mentioning that many of the genes from Fig. 5B correspond to AtHRS1, AtHHO2, and AtHHO3 targets based on this DAP-Seq re-analysis (Supplementary Tables S5, S8).

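Of the 80 genes of Supplementary Table S5, the table marks 30 as targets of AtHRS1, 32 of AtHHO2, 34 of AtHHO3, and 37 of at least one of them. All 80 were selected from these same libraries, whether marked as targets or not. In the cold, 27 of these 37 were higher in 35S:AQ-S than in WT-S, with a median log2 fold change of 0.214, 2 of them raised and 4 lowered at an adjusted p under 0.05. Among the 43 genes that are not marked as targets, 31 were higher, with a median of 0.215, 6 raised and 2 lowered at that threshold. Without stress, 19 targets and 27 others were higher in 35S:AQ-NS. Scaled by the median ratio, 29 targets and 38 others were higher in the cold.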

### Overexpression of *VaAQ* improves cold tolerance of Amur grape

We studied the potential role of *VaAQ* in grape by transforming *V. amurensis* petiole explants. After calli were initiated and selected by kanamycin (Fig. 6A, B), eight transgenic lines were confirmed by detecting *VaAQ* and *NPTII* at the DNA and mRNA level (Fig. 6C). The qRT-PCR analysis showed that the expression of *VaAQ* was up-regulated in these transgenic calli lines, with the biggest fold change (FC) being 7.9-fold and the smallest FC 1.7-fold when compared with calli transformed with an empty vector (Fig. 6D). It is worth noting that the levels of *VaAQ* expression obtained in the three high overexpressing calli lines were similar to the peak FC seen in the cold-treated *V. amurensis* leaves/shoot apices (Fig. 2). Three high expression lines (L1, L2, and L3) were selected for the cold tolerance studies, and the EV was used as control. The cold tolerance of *VaAQ*-overexpressing calli was evaluated by LTEs as described by Mills *et al.* (2006) and Muniz *et al.* (1991). The LTEs of EV, L1, L2, and L3 were –5.8, –7.2, –7.0, and –7.4 °C, respectively (Fig. 6E; Supplementary Fig. S5), supporting the hypothesis of *VaAQ* overexpression enhancing cold tolerance also in *Vitis*.

**Fig. 6.**
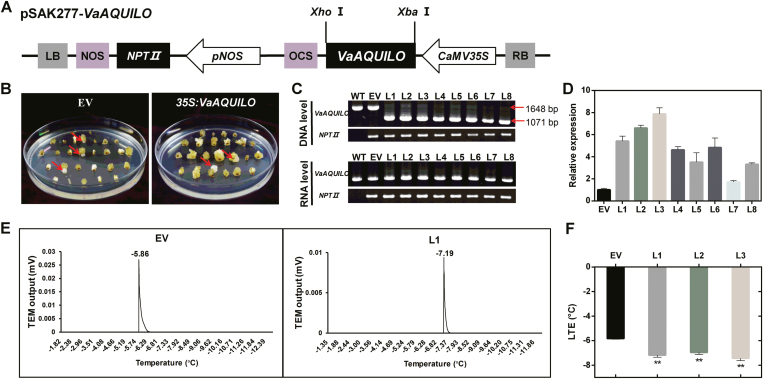
Overexpression of *VaAQUILO* (*VaAQ*) enhances cold tolerance in transgenic Amur grape calli. (A) Vector construction for transformation of *V. amurensis*. (B) Transgenic grapevine calli introduced with empty vector (EV) and pSAK277-*VaAQ*. Positive transgenic calli are indicated with a red arrow. (C) Detection of *VaAQ* and *NPTII* genes at the DNA and mRNA level in the transgenic grapevine calli. Eight transgenic lines (L1–L8) were obtained and verified for DNA insertion and transcript expression of *VaAQ*. (D) *VaAQ* expression in transgenic grapevine calli. (E) Cold tolerance evaluation system of grapevine calli. After placing the calli on the thermoelectric modules (TEMs), exotherms were identified manually from a plot of thermistor output (*x*-axis) versus loaded TEM output minus the empty TEM output (*y*-axis). The low temperature exotherms (LTEs, indicating the cell freeze temperatures) were obtained to evaluate the cold tolerance. (F) LTEs of transgenic grapevine calli. Data are mean values ±SE of three biological replicates. Asterisks (**) and (*) indicate significant differences compared with the EV at *P*<0.01 and *P*<0.05 (Student’s *t*-test), respectively.

### Gene network analysis positions AQ as a cold-induced hub controlling the accumulation of the RFOs

Since *AQ* overexpression in grape calli led to cold tolerance as in Arabidopsis, we further tested whether the regulatory networks associated with *AQ* heterologous/homologous expression were conserved between the two species. To test this, we performed a systems-oriented analysis by coupling the identification of tightly interconnected relationships (co-expression) to TFBSs in grapevine, and comparing it with the RNA-Seq data obtained in Arabidopsis. We constructed a condition-independent network from RNA-Seq experiments (listed in Supplementary Table S2), and integrated it with the presence of G2-type CREs in the promoter regions of all CEGs. This would enable the identification of overlapping AQ targets in Arabidopsis and grape, allowing determination of the pathways under which this transcription factor enhances cold tolerance.

GO and MapMan (MM) enrichment analyses conducted using the top 300 AQ-CEGs revealed that terms related to ‘cellular polysaccharide biosynthetic process’ (GO), ‘glycerophospholipid catabolic process’ (GO), ‘phosphate ion homeostasis’ (GO), ‘cell wall biogenesis’ (GO and MM), and ‘phenylpropanoids’ (GO and MM) were highly enriched (Supplementary Table S9). In relation to the terms ‘cell wall’ and ‘cellulose metabolic process’, we found 10 cellulose synthase genes, while for the term ‘minor sugar metabolism-raffinose family’, one GoLS and one raffinose synthase were highly co-expressed with AQ, with at least five other *GoLS* genes being co-expressed but found below the top 300 CEGs. Interestingly, the *AQ* co-expression list was also enriched in hormone-related terms such as ‘abscisic acid metabolism’ (MM) and ‘jasmonate metabolism’ (MM), and *AQ* was also co-expressed with biotic and abiotic stress response genes such as R proteins, chitinases, and *RD22* genes (Supplementary Table S9). Several WRKY, MYB, and ethylene-responsive transcription factors were highly represented.

To test for putative AQ DNA binding preferences, we first search for G2-type binding sites in the DAP-Seq data of O’Malley *et al.* (2016), finding two major consensus sequences which were also conserved for AtHRS1, AtHHO2, and AtHHO3 (Supplementary Fig. S6): AKATTCY and RGAATMT. We screened the promoter regions (1.5 kb upstream of the TSS) of the top 300 grapevine AQ-CEGs for the presence of these TFBSs. We also looked for P1BS (GnATATnC) as this CRE is enriched in all AtHRS1/HHO2/HHO3 target lists (Supplementary Fig. S4) and also in the 35S:AQ stressed and non-stressed Arabidopsis overexpression data sets (Fig. 5C). We identified AKATTCY, RGAATMT, and P1BS box signatures in 66.7% (200 genes), 62.0% (186 genes), and 42.3% (127 genes) of the top 300 CEG promoters, respectively, with all three motifs showing significant enrichment with an FDR of 1.31E-05, 3.92E-05, and 2.09E-02. These motifs showed significantly higher frequencies compared with background frequencies in all grapevine promoters predicted to contain these motifs (also assuming 1.5 kb); these signatures were present in 16378 (~55%), 15113 (~50%), and 11616 (~39%) genes, respectively, from a total of 29970 sequences.

Putting together all these results, we constructed an integrated AQ community network for comparing grapevine co-expression data with the RNA-Seq data obtained for the overexpression of AQ in Arabidopsis. This overlapping network shows AQ putative target genes in Arabidopsis and grapevine (Fig. 7). For construction of this network, we included different criteria: (i) grape CEGs with TFBS support; (ii) Arabidopsis genes induced by AQ overexpression in stressed or non-stressed conditions; (iii) Arabidopsis genes induced or repressed by cold; and (iv) Arabidopsis genes being targets of AtHRS1, AtHHO2, and/or AtHHO3 inferred from the re-analysis of Arabidopsis DAP-Seq data (O’Malley *et al.*, 2016). AQ candidate direct targets may represent pathway markers for both phosphate homeostasis and cold-related responses in grapevine. Among these, we suggest *PHT1-4* (*VIT_05s0049g00930*), *PHF* (*VIT_13s0074g00010*), *GLYCEROPHOSPHORYL DIESTER PHOSPHODIESTERASE* (*GDP*, *VIT_14s0068g01500*), and several *GoLS3* (*A–F*) genes as good candidates for further characterization studies.

**Fig. 7.**
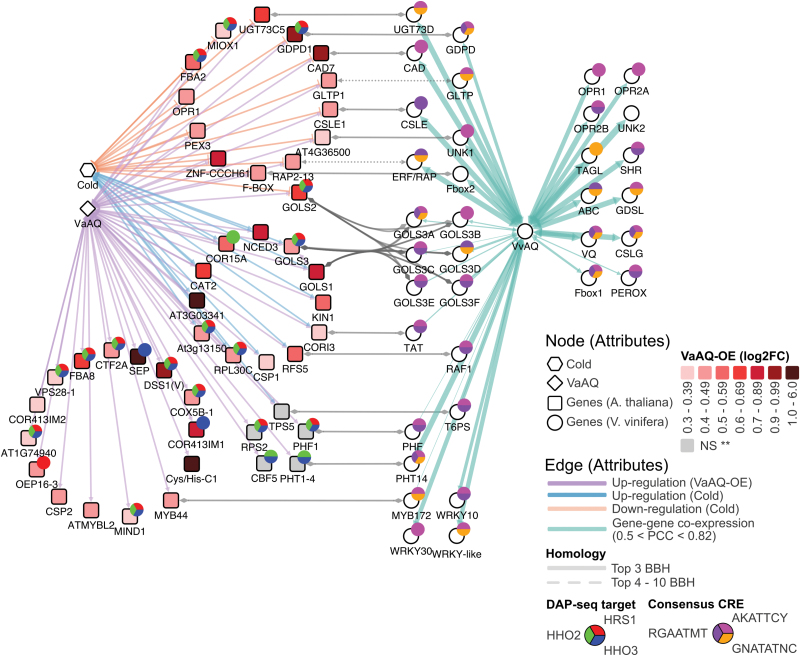
Interspecies regulatory and community gene co-expression network of *AQUILO* (*AQ*). Arabidopsis genes (square nodes) induced by *VaAQ* overexpression and differentially regulated by cold (unless denoted) are shown in the subnetwork in the left panel, while grapevine genes (circle nodes) co-expressed with *VvAQ* in public RNA-Seq data sets are depicted on the right. Arabidopsis nodes are colour-mapped from light to dark red according to the ascending fold change differences (log2FC) identified in the *35S:AQ*-Stress versus WT-Stress RNA-Seq comparison. Grey nodes represent a major up-regulation in the *35S:AQ*-Stress versus WT non-stress comparison. The light orange and blue edges connecting the cold hexagon node and Arabidopsis genes represent significant (FDR <0.05) down-regulation and up-regulation of the latter by the cold treatment. Grey edges connecting Arabidopsis and grapevine genes of the two subnetworks represent high confidence cases of orthology as suggested by biosequence analysis using profile hidden Markov models (pHMMERs). Circle nodes shown as pie charts alongside Arabidopsis genes indicate whether genes are AtHRS1, AtHH2, and/or AtHHO3 direct targets (derived from the re-analysis of DAP-Seq data generated by O’Malley *et al.*, 2016). Pie charts alongside grapevine genes (on the right) represent the presence of G2-type and PBS1 consensus CREs present in the promoter region of the respective co-expressed gene. Edge thickness in the grape co-expression subnetwork represents significant co-expression between *VvAQ* and each gene ranging from 0.5 to 0.82 PCC. Gene IDs can be found in Supplementary Table S8.

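The colours rest on the comparison of 35S:AQ-S with WT-S. In the files, the log2 fold changes of the RFO pathway genes in this comparison ran from 0.27 for *GoLS3* to 0.53 for *GoLS1*, with standard errors from 0.10 to 0.21. Over all 17206 tested genes, the median standard error was 0.128, and 90% of genes had an absolute log2 fold change of up to 0.556. Scaling FPKM by the median ratio raised the log2 fold changes of the 5 RFO genes to between 0.48 and 0.75.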

As seen from our network analysis, AQ has the potential to regulate the galactinol/raffinose pathway in response to cold stress. As this function has not been established before for any of the Arabidopsis HRS1 homologues, we first searched to determine whether the AtHRS1 subfamily (composed of seven members) could be cold responsive, as demonstrated for AQ. Inspection of microarray and RNA-Seq data in Genevestigator allowed us to detect a cold induction pattern for *HHO2*, *HHO3*, and *HHO6* in shoot tissues, while *HRS1* was restricted to roots with no apparent induction under cold treatments (data not shown). 

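*HHO3* (AT1G25550, on chromosome 1 from 8976326 to 8978305 in TAIR10.1) was at 22.5 ± 4.8 FPKM in WT-NS and 31.1 ± 0.91 in WT-S (SD, n = 2), a log2 fold change of 0.46 (standard error 0.15, adjusted p = 0.021). In 35S:VaAQ it was at 26.5 ± 0.034 FPKM without stress and 26.4 ± 2.6 in the cold (SD, n = 2), with no change by cold detected (−0.008 on the log2 scale, adjusted p = 0.963). *HHO6* (AT1G49560, on chromosome 1 from 18342451 to 18344452) rose in the cold from 9.99 ± 2.0 to 21.8 ± 0.69 FPKM in WT (SD, n = 2), a log2 fold change of 1.06 (standard error 0.13, adjusted p = 1.3e-04), and from 11.3 ± 0.068 to 17.5 ± 0.43 FPKM in 35S:VaAQ (SD, n = 2), a log2 fold change of 0.59 (standard error 0.13, adjusted p = 0.0034). *HHO5* (AT4G37180) was raised by cold in WT as well, with a log2 fold change of 1.35 (adjusted p = 9.7e-06). The increase of *HHO3* in WT varied between 0.25 and 0.68 when one library was left out at a time. With FPKM scaled by the median ratio, cold changed *HHO3* by 0.38 in WT and by 0.28 in 35S:VaAQ (adjusted p = 0.098).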

Indeed, *HHO3* and *HHO6* were cold induced in our RNA-Seq data (Supplementary Table S5).

Galactinol synthases and raffinose synthases are closely related glycosyl transferases/hydrolases (Supplementary Fig. S7A–C) involved in the biosynthesis of RFOs that function as osmoprotectants, promoting plant stress tolerance in response to heat, chilling, salinity, and methylviologen (Panikulangara *et al.*, 2004; Li *et al.*, 2007; Nishizawa *et al.*, 2008). As seen in Genevestigator, *GoLS1*, *GoLS3*, and *RFS5* are the most cold-induced genes in Arabidopsis (Supplementary Fig. S8). Their closest homologues in grape are highly induced by cold, as seen in an RNA-Seq experiment consisting of 6-week-old micropropagated plantlets (*V. vinifera* and *V. amurensis*) exposed to 4 °C for 0, 2, 4, 8, 24, and 48 h (Supplementary Fig. S7B; H. Xin *et al.*, unpublished).

Due to the *GoLS* and *RSF/RAF* cold induction and their predicted regulation by G2-type transcription factors, we hypothesized that AQ may increase the accumulation of RFOs in cold-treated 35S:AQ Arabidopsis and grapevine plants. To confirm this hypothesis, we tested the accumulation of sucrose, raffinose, and stachyose in transgenic Arabidopsis plants and Amur grape calli. Under non-stressed conditions, raffinose and stachyose levels remained constant after *VaAQ* was overexpressed (Fig. 8). Sucrose was slightly increased in the transgenic Arabidopsis, while it was deceased in the transgenic Amur grape calli (Fig. 8). When the transgenic Arabidopsis plants were exposed to cold stress (4 °C for 3 d), all of the three RFOs were increased significantly compared with the WT plants (Fig. 8A–C). Raffinose was up to 6.3 times higher in transgenic Amur grape calli than in the EV control (Fig. 8E). These results indicate that in response to cold, *VaAQ* increases the accumulation of RFOs in Arabidopsis and Amur grape calli and that this could be one additional mechanism by which AQ increases cold tolerance.

**Fig. 8.**
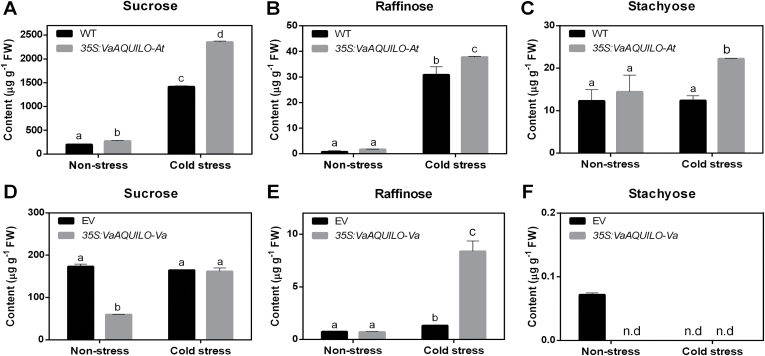
*VaAQUILO* (*VaAQ*) overexpression promotes the accumulation of raffinose family oligosaccharides (RFOs) in *A. thaliana* and *V. amurensis*. Sucrose, raffinose, and stachyose contents of *VaAQ*-overexpressing lines in Arabidopsis (A–C) and Amur grape calli (D–F) under non-stress and cold stress conditions. For Arabidopsis, 3-week-old plants of the wild type (WT) and three transgenic lines (#1, #2, and #3) were subjected to 4 °C for 3 d. For Amur grape calli, 2-week-old calli of empty vector (EV) and three *VaAQ*-overexpressing lines (L1, L2, and L3) were treated at 4 °C for 3 d. Data are mean values ±SE of three biological replicates. Different letters indicate significant differences compared with the WT or EV under non-stress conditions at *P*<0.05, as determined by one-way ANOVA with a post-hoc LSD test.

### Final remarks

In this study, we characterized a cold-responsive MYB-like GARP-type transcription factor, AQUILO, from *Vitis*. Its overexpression enhanced the tolerance of Arabidopsis and Amur grapes to low temperatures, suggesting its role as a positive regulator of cold resistance. Its Arabidopsis, orthologues *AtHRS1* and *AtHHO2* have been mainly characterized in phosphate starvation responses, being rapidly induced by phosphate deficiency while it is repressed by nitrate deprivation or other salt stresses (Mito *et al.*, 2011; Medici *et al.*, 2015; Menz *et al.*, 2016). Both genes integrate these responses in the adaptation of root architecture (Medici *et al.*, 2015). As expected, their expression is high in roots. However, *AtHHO2* (and its close homologue *AtHHO3*) are also highly expressed in vegetative tissues (Supplementary Fig. S2), suggesting additional roles for these transcription factors. In agreement with AQ’s identified role in cold responses, and based on gene expression patterns, the set of target genes identified in the re-analysis of Arabidopsis DAP-Seq data (O’Malley *et al.*, 2016), and on the effects of overexpressing AQ in Arabidopsis, we also propose that its closest homologues may also be part of a cold response pathway, a role that has not been asserted before in Arabidopsis.

The increased RFOs in the *AQ*-overexpressing Arabidopsis and Amur grape calli may be caused by increased GoLS activity via transcriptional regulation by *AQ*. 

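Both 35S:AQ-S libraries were above both WT-S libraries in all 5 genes. *GoLS2* (AT1G56600, on chromosome 1 from 21207537 to 21209635 in TAIR10.1) was at 4.22 ± 1.6 FPKM in WT-NS, 1.79 ± 0.22 in WT-S, 4.24 ± 0.54 in 35S:AQ-NS, and 2.54 ± 0.74 in 35S:AQ-S (SD, n = 2). *DIN10* (AT5G20250, on chromosome 5 from 6833564 to 6836862) was at 52.4 ± 2.3, 1.29 ± 0.045, 73.1 ± 3.0, and 1.89 ± 0.070 FPKM, respectively. The differences by *VaAQ* in the cold were 0.33 on the log2 scale for *GoLS2* (standard error 0.21, adjusted p = 0.292) and 0.34 for *DIN10* (standard error 0.10, adjusted p = 0.049), against 0.53 for *GoLS1*, 0.27 for *GoLS3*, and 0.36 for *RFS5*. Of the 5, only *DIN10* passed an adjusted p of 0.05. Cold lowered *GoLS2* and *DIN10* in WT, with log2 fold changes of −0.87 (adjusted p = 0.0059) and −4.54 (adjusted p = 2.1e-08), whereas it raised the other genes. Without stress, the difference between 35S:AQ-NS and WT-NS was 0.47 for *DIN10* (adjusted p = 0.097), and between −0.14 and 0.15 for the others. The value for *GoLS2* in the cold was between 0.11 and 0.54 when a library was left out, and 0.49 with FPKM scaled by the median ratio. The paper proposes that *AQ* may raise RFOs by regulating the transcription of *GoLS* genes. It draws on the expression of these genes, on sugar contents, and on putative binding sites.

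**Figure D4:**
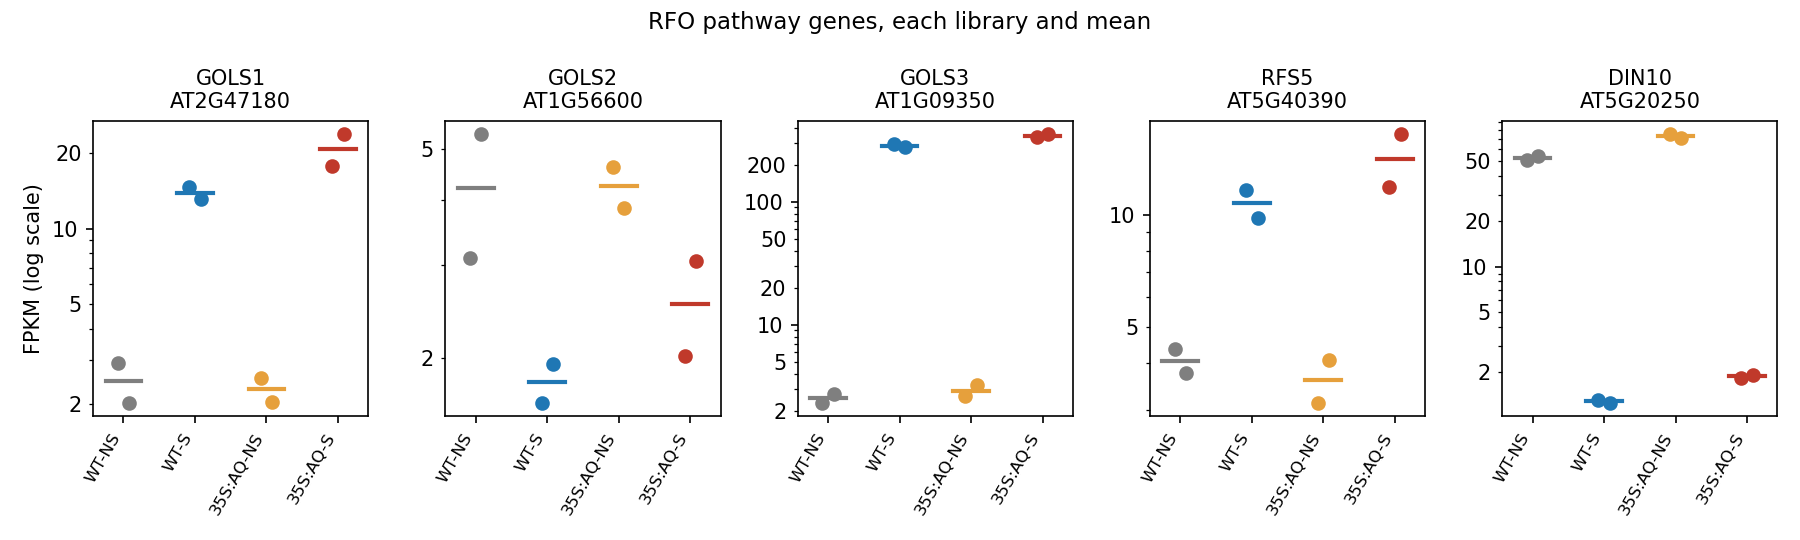
FPKM (vertical axes, log scale) of *GoLS1*, *GoLS2*, *GoLS3*, *RFS5*, and *DIN10* in each of the 8 libraries, by condition. Points are libraries and lines are means of 2; in the cold, the means of 35S:AQ-S and WT-S were 20.7 and 13.9 FPKM for *GoLS1* and 344 and 284 FPKM for *GoLS3*.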

The ectopic expression of AQ in Arabidopsis induced *AtGoLS1*, *AtGoLS2*, *AtGoLS3*, and also two raffinose synthase genes (*AtRFS5* and *AtDIN10*) all contributing to the RFO pathway. In cold-treated grapevine and Amur grape apices, we also observed the induction of several gene members of the *GoLS* and *RAF* families, in temporal agreement with the up-regulation of *AQ*. These data correlate to the identification of putative AQ-binding sites in *GoLS* and *RAF* gene promoters, and to the fact that AtHRS1, AtHHO2, and AtHHO3 bind *GoLS* genes. The cold induction of *GoLS* genes has been reported in Arabidopsis and other species (Taji *et al.*, 2002; Shimosaka and Ozawa, 2015), suggesting a conserved mechanism for coping with the detrimental effects of low temperatures on plant growth and development. Accumulation of RFOs has been reported to play a role in protection against drought, high salinity, and many other stresses. From these types of sugars, raffinose was described as the major contributor to cold tolerance in Arabidopsis and petunia (Pennycooke *et al.*, 2003). In agreement with this, our results show that raffinose significantly increases in both WT Arabidopsis and EV Amur grape calli after cold treatment. Meanwhile, the amount of raffinose in 35S:AQ Arabidopsis and Amur grape upon cold treatment significantly increased much more than their controls, suggesting AQ as a key RFO regulator for protection against cold stress in *Vitis* (Supplementary Fig. S9).

The underlying mechanisms explaining how the accumulation of RFOs increases cold tolerance are not completely understood. They have been proposed to protect plant cells from oxidative damage (Van den Ende *et al.*, 2011; Peshev *et al.*, 2013; ElSayed *et al.*, 2014). In this sense, cold stress gives rise to high concentrations of ROS, which are associated with oxidative damage at the cellular level (Blokhina *et al.*, 2003), and RFOs may contribute to overall cellular ROS homeostasis by scavenging processes in the vicinity of organellar membranes (Van den Ende, 2013). *In vitro* experiments with thylakoids during freezing showed the ability of raffinose to protect membranes better than sucrose under stress conditions (Hincha *et al.*, 1990). In addition to RFOs, we also detected the higher activity of major ROS-scavenging mechanisms including SOD, POD, and CAT activities and the expression levels of ROS scavenging-related genes (Mittler, 2002). Previous studies have shown that cold tolerance is affected by these antioxidant activities *in planta* (Lee and Lee, 2000; Kuk *et al.*, 2003; Zhou *et al.*, 2012). Altogether, our results suggest that increased antioxidant enzyme activities and transcript levels of ROS scavenging-related genes, in addition to high raffinose levels, may play a determining role in acquiring cold tolerance via *AQ* up-regulation (Supplementary Fig. S9). One approach to demonstrate this would be to test if AQ knockout dampens the up-regulation of RFO-related genes and whether this prevents accumulation of raffinose in response to cold.

Whether AQ forms part of the CBF pathway is something still to be demonstrated. One certain piece of evidence is that AQ overexpression led to the up-regulation of many genes belonging to the CBF pathway. 

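Of the 14 *COR* genes and the 17 genes under 'cold acclimation', which overlap, 12 and 17 were higher in 35S:AQ-S than in WT-S, and 2 and 3 had an adjusted p under 0.05. Both lists were drawn from these same libraries, so these directions are not an independent test. The individual markers differed. *RD29A* (AT5G52310, on chromosome 5 from 21240717 to 21243644) was at 1137 ± 38 FPKM in WT-S and 1125 ± 11 in 35S:AQ-S (SD, n = 2), a log2 fold change of −0.02 (standard error 0.16, adjusted p = 0.953). *COR47* (AT1G20440, on chromosome 1 from 7084409 to 7086873) was at 465 ± 18 and 499 ± 48 FPKM (SD, n = 2), a log2 fold change of 0.10 (standard error 0.13, adjusted p = 0.613). *ICE1* (AT3G26744), which acts upstream of the *CBF* genes, was at 30.1 ± 3.1 FPKM in WT-S and 26.0 ± 0.27 in 35S:AQ-S (SD, n = 2), with a log2 fold change of −0.20 (adjusted p = 0.230). Compared with these differences, cold in WT changed *RD29A* by 3.70, *COR47* by 1.61, and *ICE1* by 0.93 on the log2 scale. Scaling FPKM by the median ratio moved *RD29A* to 0.21 (adjusted p = 0.326) and *COR47* to 0.33 (adjusted p = 0.107). The paper reports that many genes of the CBF pathway were up-regulated and leaves open whether AQ is part of this pathway.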

Like the increased activation of *AtCBF* gene expression in 35S:AQ Arabidopsis plants, we also observed an up-regulation of *VaCBF1–VaCBF4* genes in transgenic grapevine calli after cold treatment at 4 °C for 8 h (Supplementary Fig. S10). 

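Among the promoters of the 300 genes most up-regulated by *VaAQ* in the cold, 65 held the ABRE motif, or 21.7% (95% Clopper-Pearson interval 17.1% to 26.8%), against 18.3% of the other genes (odds ratio 1.24, Fisher's exact test, p = 0.134, adjusted p = 0.321). The DRE motif was in 120 of them, or 40.0%, against 31.0% (odds ratio 1.49, Fisher's exact test, adjusted p = 0.013). In the non-stressed comparison, ABRE was in 19.3% against 18.3% (Fisher's exact test, adjusted p = 0.869) and DRE in 34.3% against 31.0% (Fisher's exact test, adjusted p = 0.585). The odds ratio of ABRE in the cold changed most with all genes raised at least 1.5-fold in place of the top 300, to 1.76.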

In addition, ABA-related CREs were found to be enriched in 35S:AQ-up-regulated genes, while ABA is known to induce the CBF pathway (Knight *et al.*, 2004). These observations suggest that *AQ* may improve the cold tolerance of grapevine via regulating the expression of *CBF* genes, but this does not necessarily mean that AQ is upstream of CBF functions. The presence of CBF-binding sites in AQ and G2-type *cis*-elements in grape *CBF* genes (data not shown) suggests a positive feedback loop where AQ and CBF promote their own expression to initiate cold response cascades rapidly.

## Supplementary data

Supplementary data are available at *JXB* online.

Table S1. List of primers used in this study.

Table S2. Summarized metadata from public RNA-Seq experiments used in the gene co-expression association studies.

Table S3. Two-way ANOVA for the expression of VaAQUILO and VvAQUILO under a cold stress time series.

Table S4. Lists of Arabidopsis differentially expressed genes derived from RNA-Seq experiments.

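The table gives, for each gene, edgeR's log2 fold change, p-value, and FDR. For the cold comparison, all 1940 up-regulated genes were available here, together with the 992 down-regulated genes at the top of that sheet. Every one of the 1940 genes listed as up-regulated was higher in 35S:AQ-S than in WT-S in the FPKM values (100%, 95% Clopper-Pearson interval 99.8% to 100%, across genes, which are not independent), and 271 of them had an adjusted p under 0.05 with limma. Their median log2 fold change was 0.276, against a median of 0.478 in the paper's table. All 992 down-regulated genes were lower (95% interval 99.6% to 100%), 895 with an adjusted p under 0.05, at a median of −0.720, against −0.758 in the paper's table. The lists were made from the same libraries, so that the shared direction is not an independent test. In the non-stressed comparison, 23.6% of the listed up-regulated genes were higher in 35S:AQ-NS than in WT-NS, and 2.2% of the down-regulated genes were lower. With FPKM scaled by the median ratio, 894 of the up-regulated and 547 of the down-regulated genes had an adjusted p under 0.05.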

Table S5. List of differentially expressed genes (FDR <0.05) with high expression differences between WT and *VaAQ*-overexpressing plants, including canonical cold pathway markers, and genes related to trehalose phosphate and galactinol/raffinose pathways, antioxidant enzymes, and phosphate homeostasis.

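For each of the 80 genes, the table gives the log2 fold change in several comparisons of the 4 conditions and marks the targets of AtHRS1, AtHHO2, and AtHHO3. A dash stands where the table gives no value. In the files, the log2 fold changes of these genes ran from −4.54 to 7.69 for cold in WT, from −4.68 to 8.74 for cold in 35S:VaAQ, from −0.73 to 2.82 for *VaAQ* in the cold, and from −0.64 to 2.53 for *VaAQ* without stress. The largest response to cold in WT was that of *KIN1*, and the lowest that of *DIN10*. At an adjusted p under 0.05, cold changed 41 genes upwards and 19 downwards in WT, and *VaAQ* in the cold changed 8 upwards and 6 downwards.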

Table S6. Gene Ontology Enrichment Analysis (GOEA) in RNA-Seq results from 35S:AQ versus WT stressed and non-stressed comparisons.

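For each GO term, the table gives the number of genes of the term among the changed genes and in the genome, a hypergeometric p-value with its FDR, and the genes. Genes can appear more than once under a term. The sheets for the cold comparison could be read in part and those for the non-stressed comparison could not be read here, so that the genes behind the terms without stress were not analysed here. For the terms of the cold comparison that the paper names, the median log2 fold change of the listed genes between 35S:AQ-S and WT-S was 0.347 for 'cold acclimation' (17 genes), 0.385 for 'cellular response to cold' (9), 0.353 for 'response to water deprivation' (40 read), and 0.279 for 'response to oxidative stress' (34 read). In the comparison without stress, the same lists had medians of −0.184, −0.082, −0.084, and −0.096.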

Table S7. 

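For each CRE, the table gives the number of promoters that hold it among the up-regulated genes and in the genome, with a p-value and an FDR. In the paper's table, 37 CREs with an FDR under 0.05 in the cold were in a larger share of promoters of up-regulated genes than of the genome, and 6 in a smaller share. Without stress these numbers in the paper's table were 4 and 4. The paper's shares for DRE in the cold are 33.9% of the up-regulated genes and 23.7% of the genome, where the files and 1.5 kb promoters of TAIR10.1 gave 40.0% and 31.1%. For P1BS without stress, the paper's shares are 23.2% and 32.6%, and those computed here were 28.7% and 28.8%. With promoters of 1 kb, the shares were 32.3% and 22.3% for DRE in the cold, closer to the paper's. For P1BS without stress they were 20.0% and 20.3%.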

Summary of over-represented (FDR <0.05) *cis*-regulatory elements (CREs) in promoters of significantly up-regulated genes in the Arabidopsis *35S:VaAQ* groups: non-stress and cold stress.

Table S8. List of AtHRS1, AtHHO2, and AtHHO3 targets as inferred from the re-analysis of Arabidopsis DAP-Seq data.

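A target is a gene with a DAP-Seq peak, a site where the transcription factor bound genomic DNA in a test tube. The AtHRS1 sheet holds 328 peaks at 323 genes. To see whether the build of the table and of the annotation are compatible, the 321 peaks whose gene is in the TAIR10.1 annotation were placed on it, and 315 of them (98.1%) lay at the promoter of their gene. The response of these targets to *VaAQ* was compared with that of all other tested genes. In the cold, the median log2 fold change was −0.137 for 194 targets and −0.155 for 17012 other genes, a shift of 0.018 (permutation test across genes, p = 0.484, adjusted p = 0.881 over both comparisons). Without stress, the shift was 0.003 for 205 targets (permutation test, p = 0.881). A minimum of 5 FPKM moved the shift in the cold most, to 0.044 (permutation test, p = 0.163).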

Table S9. Comprehensive list and detailed description of grapevine AQ co-expressed genes (CEGs).

Fig. S1. Gene expression domains of *VvAQUILO* in grapevine organs and throughout development.

Fig. S2. Gene expression anatomy atlases of (A) AtHRS1, (B) AtHHO2, and (C) AtHHO3 retrieved from RNA-Seq public datasets.

Fig. S3. Expression analysis of cold-responsive genes in transgenic Arabidopsis under non-stress and cold stress conditions.

Fig. S4. Distribution and enrichment of selected *cis*-regulatory elements (CREs) in the promoter region of *AtHHO2*, *AtHHO3*, and *AtHRS1* high confidence target genes.

Fig. S5. Profiles of differential thermal analysis (DTA) for low temperature exotherms (LTEs) in Amur grape.

Fig. S6. Transcription factor-binding motifs for the G2-type transcription factors AtHRS1, AtHHO2, and AtHHO3.

Fig. S7. Cold-induced galactinol and raffinose synthases in *Vitis*.

Fig. S8. Cold induction of Arabidopsis *GoLS* and *RFS* genes.

Fig. S9. Schematic representation of AQUILO-related processes identified in this work in relation to the cold response pathway.

Fig. S10. Differential gene expression of *CBF1–CBF4* in the *VaAQ*-overexpressing Amur grape calli.

Supplementary Table S1 Click here for additional data file.

Supplementary Table S2 Click here for additional data file.

Supplementary Table S3 Click here for additional data file.

Supplementary Table S4 Click here for additional data file.

Supplementary Table S5 Click here for additional data file.

Supplementary Table S6 Click here for additional data file.

Supplementary Table S7 Click here for additional data file.

Supplementary Table S8 Click here for additional data file.

Supplementary Table S9 Click here for additional data file.

Supplementary Figures S1-S10 Click here for additional data file.

# Supplementary material for: The GARP/MYB-related grape transcription factor AQUILO improves cold tolerance and promotes the accumulation of raffinose family oligosaccharides
**Source:** J Exp Bot. 2018 Jan 29;69(7):1749–64. doi: 10.1093/jxb/ery020

## Supplementary Material

**Fig. S1. Gene expression domains of *VvAQUILO* in grapevine organs and throughout development.** RNA-Seq (A) and cv. Corvina Nimblegen microarray (B) expression data was retrieved from public repositories and normalized. Log2-transformed FPKM (A) and RMA (B) values were then graphed. Probe signals below the 20th percentile are considered as background ( $\sim 7.5$ ). Colours correspond to type of organ (different green tones: vegetative organs, grey: inflorescence and flower organs, blue: roots, purple: buds, yellow/orange: different sets of berry tissues).

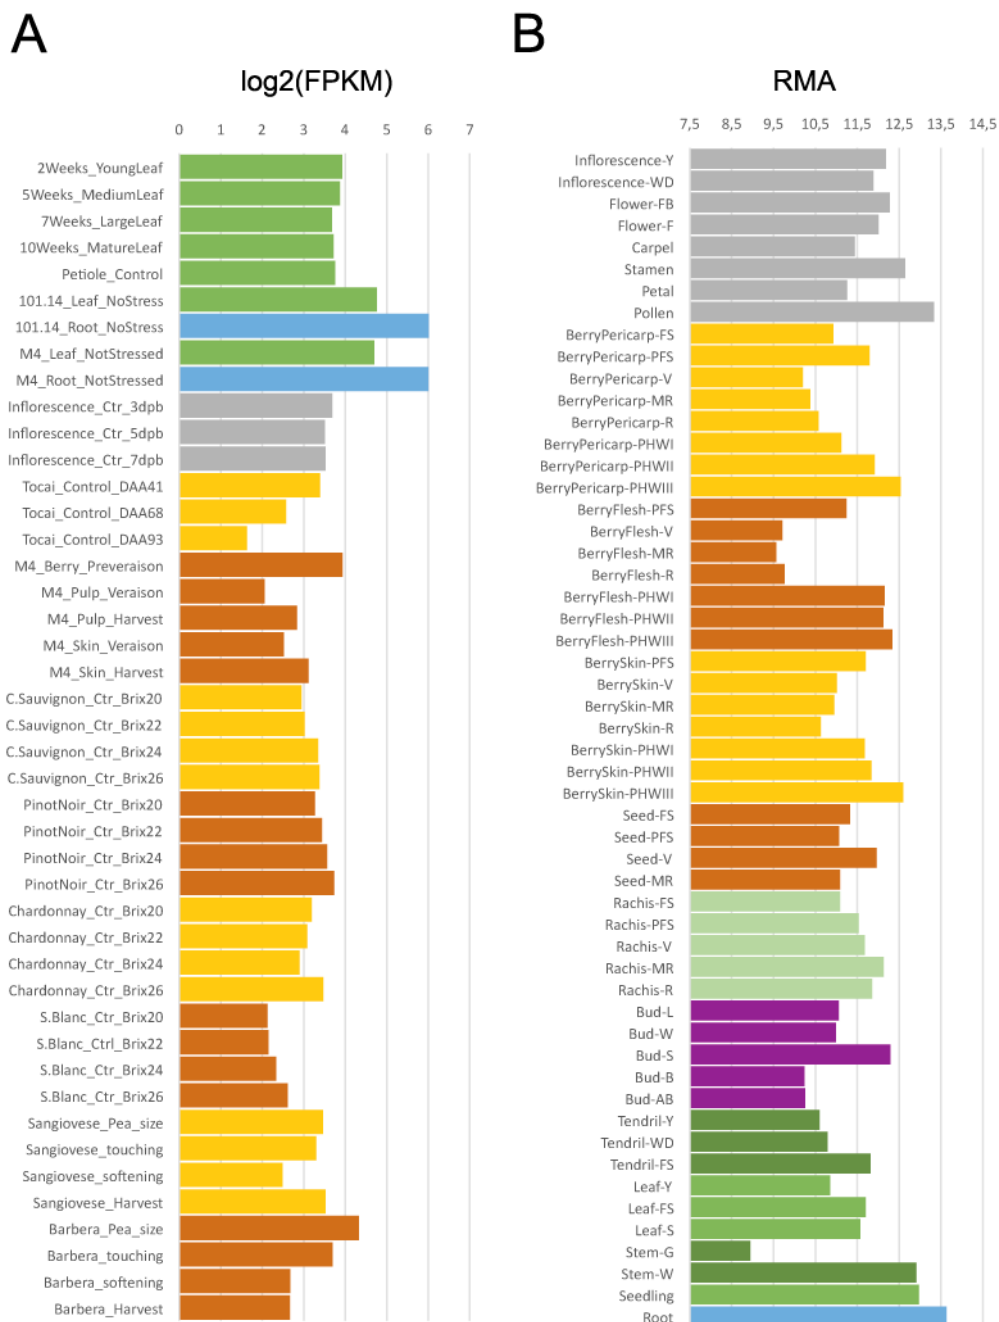

**Fig. S2. Gene expression anatomy atlases of (A) AtHRS1, (B) AtHHO2 and (C) AtHHO3 retrieved from RNA-Seq public datasets. 1031 samples were chosen and visualized (log2) in Genevestigator.**

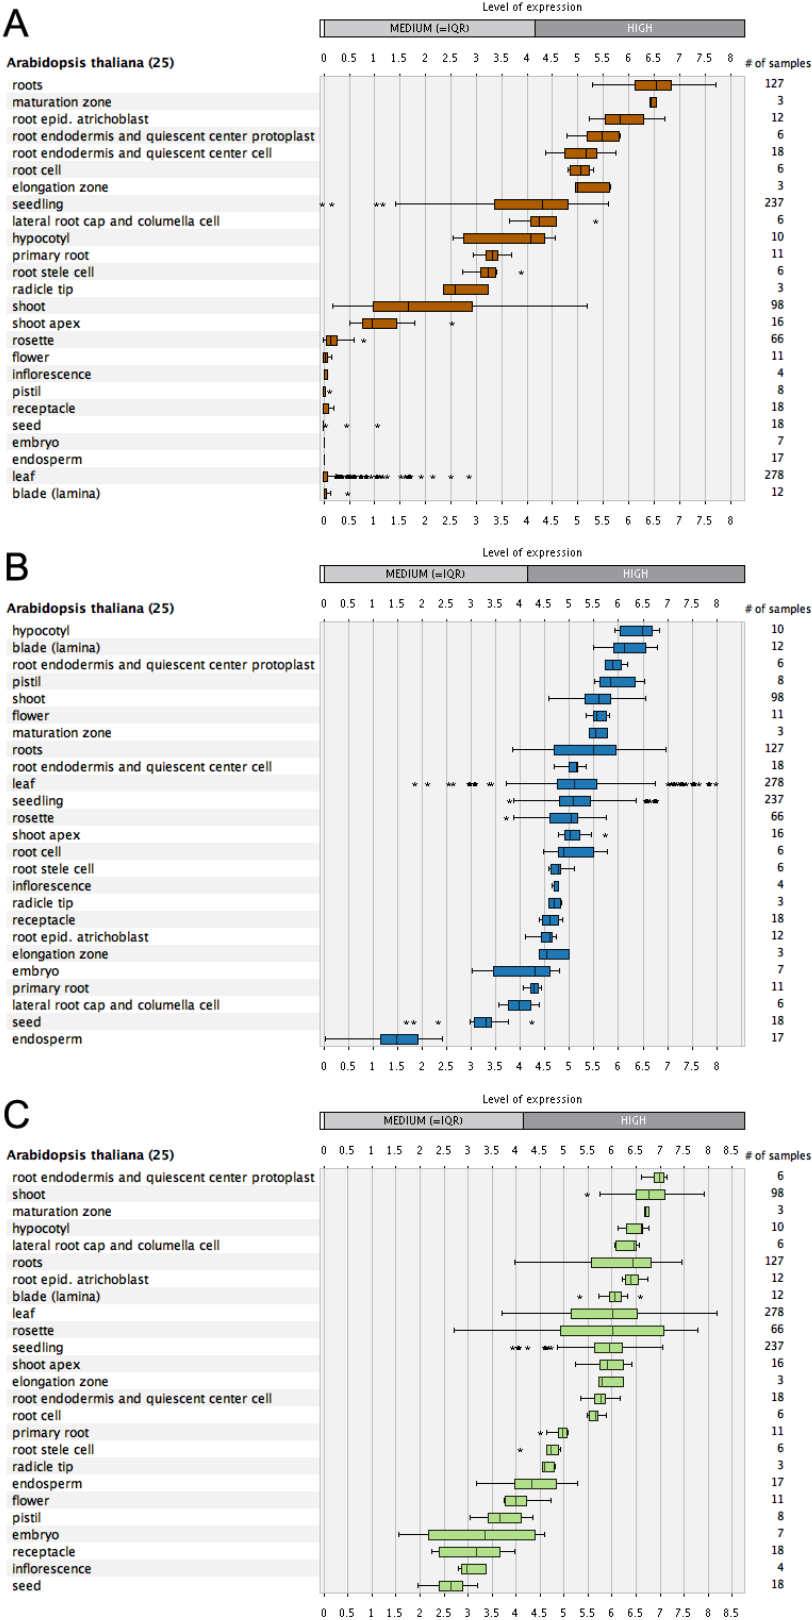

**Fig. S3. Expression analysis of cold-responsive genes in transgenic Arabidopsis under non-stress and cold stress conditions.** Transcript levels were analyzed by qRT-PCR using *ACT2* (At3g18780) and *UBQ10* (At4g05320) as calibration controls. Gene expression was normalized regarding the expression obtained from WT under non-stress condition. Each reaction was performed in triplicate (technical replicates) with three independent biological replicates (n=3). Data are mean values  $\pm$  SE of three biological replicates.

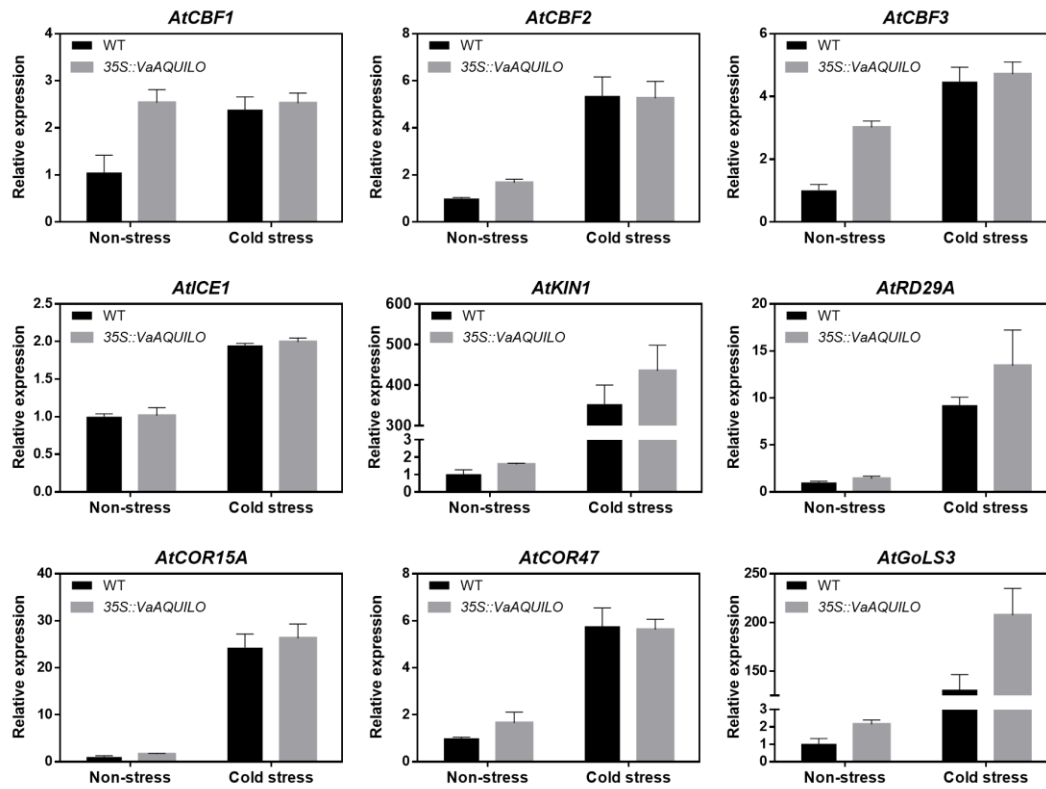

**Fig. S4. Distribution and enrichment of selected *cis*-regulatory elements (CRE) in the promoter region of AtHHO2, AtHHO3, and AtHRS1 high-confident target genes.** List of putative target genes are found in Supplementary Table S7 and were obtained from the re-analysis of DAP-Seq data generated by O'Malley et al. (2016). The number of target promoters (Hit) containing the relevant CRE are depicted. Statistically significant CRE observations are represented with symbols \*( $0.01 > \text{FDR} > 1.0\text{E-}3$ ), \*\*( $1.0\text{E-}3 > \text{FDR} > 1.0\text{E-}5$ ), \*\*\*( $\text{FDR} < 1.0\text{E-}17$ ).

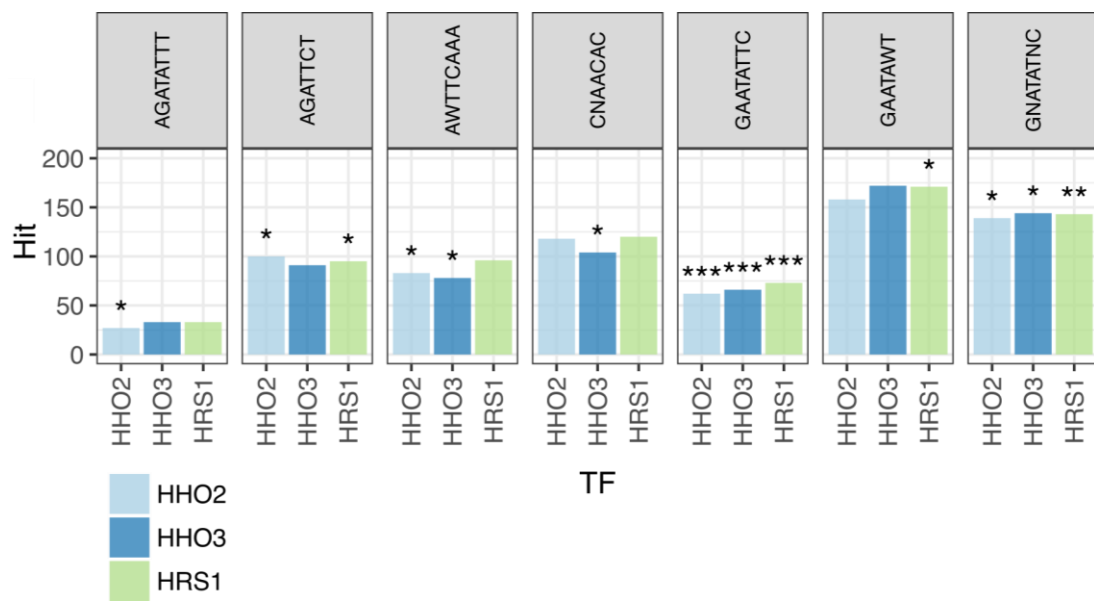

**Fig. S5. Profiles of differential thermal analysis (DTA) for low temperature exotherms (LTEs) in Amur grape. (A) Empty vector (EV) control. (B-D) *VaAQUILO*-overexpression Amur grape calli lines (L1, L2, L3).**

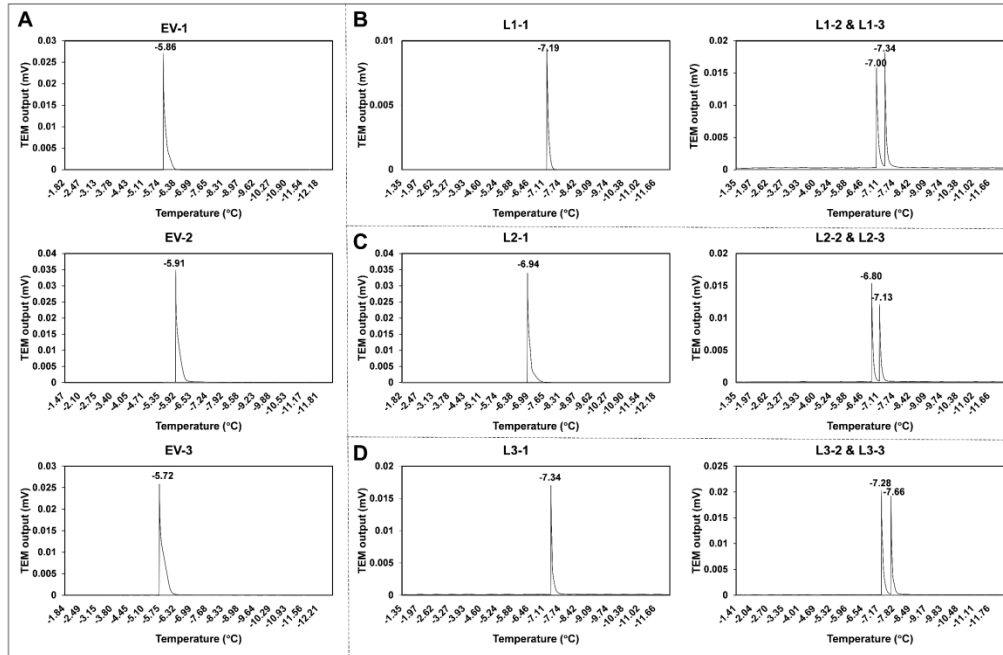

**Fig. S6. Transcription factor binding motifs for the G2-type TFs AtHRS1, AtHHO2 and AtHHO3.** Screen shot of web portal showing TF binding motif LOGOs obtained from DAP-Seq experiments generated by O'Malley et al. (2016): [http://neomorph.salk.edu/dev/pages/shhuang/dap\\_web/pages/browse\\_table\\_aj.php](http://neomorph.salk.edu/dev/pages/shhuang/dap_web/pages/browse_table_aj.php). AGI: AtHRS1 (At1g13300), AtHHO2 (At1g68670) and AtHHO3 (At1g25550).

| Protein   | AGI                    | DAP/ampDAP | Reads   | Peaks | FRiP | Top Motif                                                                             |
|-----------|------------------------|------------|---------|-------|------|---------------------------------------------------------------------------------------|
| At1g13300 | AT1G13300<br>[Araport] | DAP        | 1931754 | 883   | 3.16 | 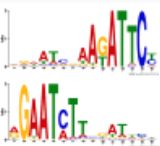   |
| At1g68670 | AT1G68670<br>[Araport] | DAP        | 3609244 | 9562  | 41.5 | 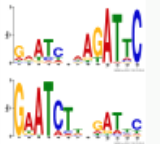  |
| At1g25550 | AT1G25550<br>[Araport] | DAP        | 3238016 | 11470 | 59.8 | 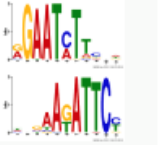 |

**Fig. S7 (next page). Cold-induced galactinol and raffinose synthases in *Vitis*.** (A) Phylogenetic relationships among Arabidopsis and grape galactinol and raffinose synthases. Maximum Likelihood (ML) phylogenetic tree based on 1000 iterations (bootstrap values are shown in decimals). Protein names were adopted following the nomenclature of Pillet *et al.* (2012). Additionally, letters differentiate proteins coded by genes in tandem in the same chromosome. Brackets refer to one-to-one or one-to-two cases of putative orthology. Blue labels in protein identifiers make reference to grape genes. Tree topology may vary as protein sequences are retrieved from gene model annotations present in the 12Xv1 and 12Xv2 genome accessions. (B) Expression responses of *AQUILO*, *GOLS* and *RAF* genes obtained from RNA-Seq data of *V. vinifera* cv. ‘Muscat Hamburg’ and *V. amurensis* cold-treated vegetative tissues (shoot apices with one well-developed leaf; Xin et al., unpublished data). Z-scored FPKM values are shown for cold-treated plantlets at 0, 2, 4, 8, 24 and 48 hours. (C) Enzymatic pathway for the synthesis of raffinose family oligosaccharids (RFOs). Enzymes in blue letters correspond to the proteins from the phylogenetic tree in (A).

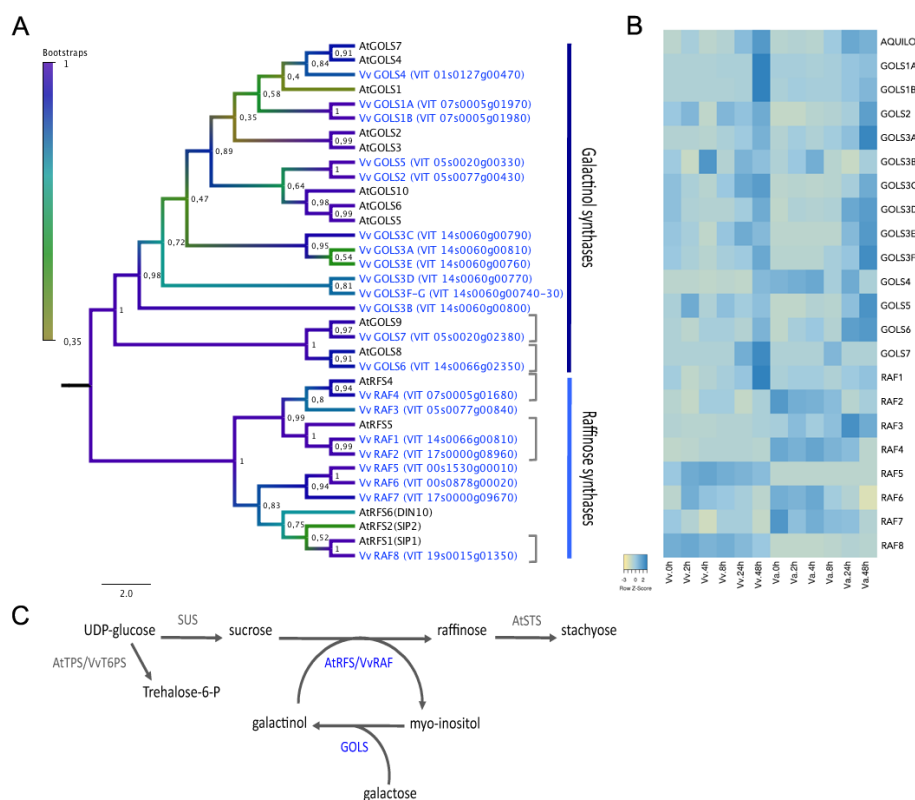

**Fig. S8. Cold induction of Arabidopsis *Gols* and *RFS* genes.** Publicly available Affymetrix (ATH1-0 chip) data consisted in 41 perturbation comparisons belonging to 157 samples. Hierarchical clusterization was performed with Euclidean distance algorithm. Data was processed in Genevestigator (Hruz *et al.*, 2008).

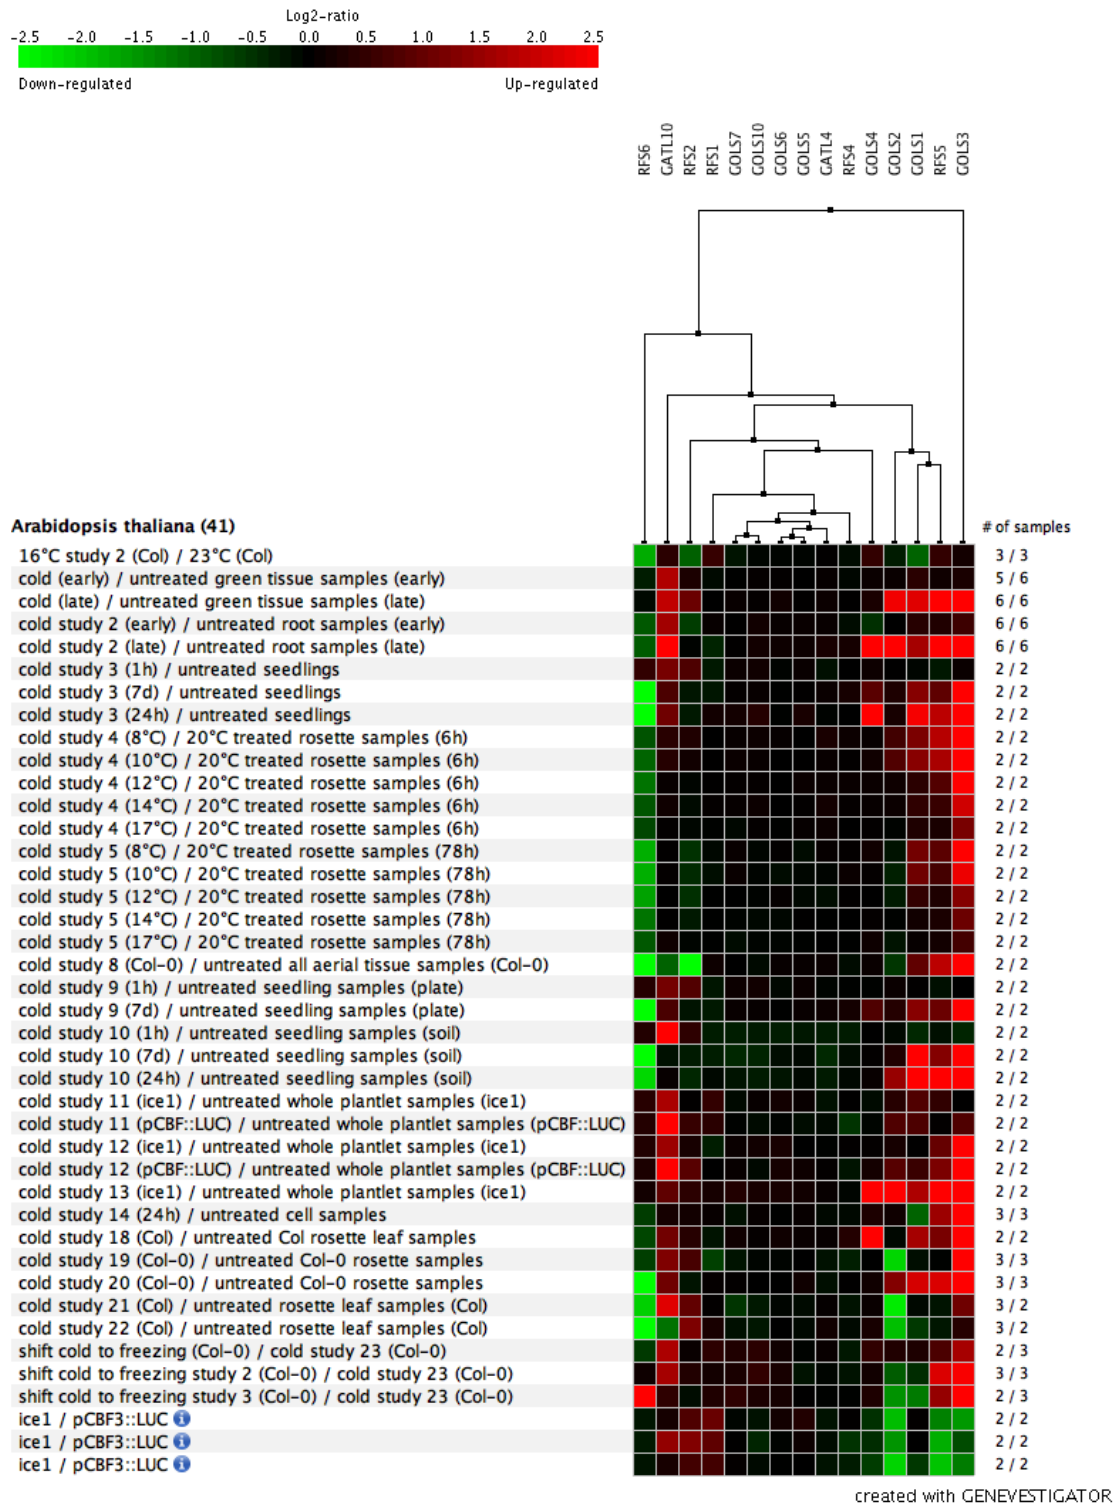

**Fig. S9.** Schematic representation of AQUILO-related processes identified in this work in relation with the cold response pathway.

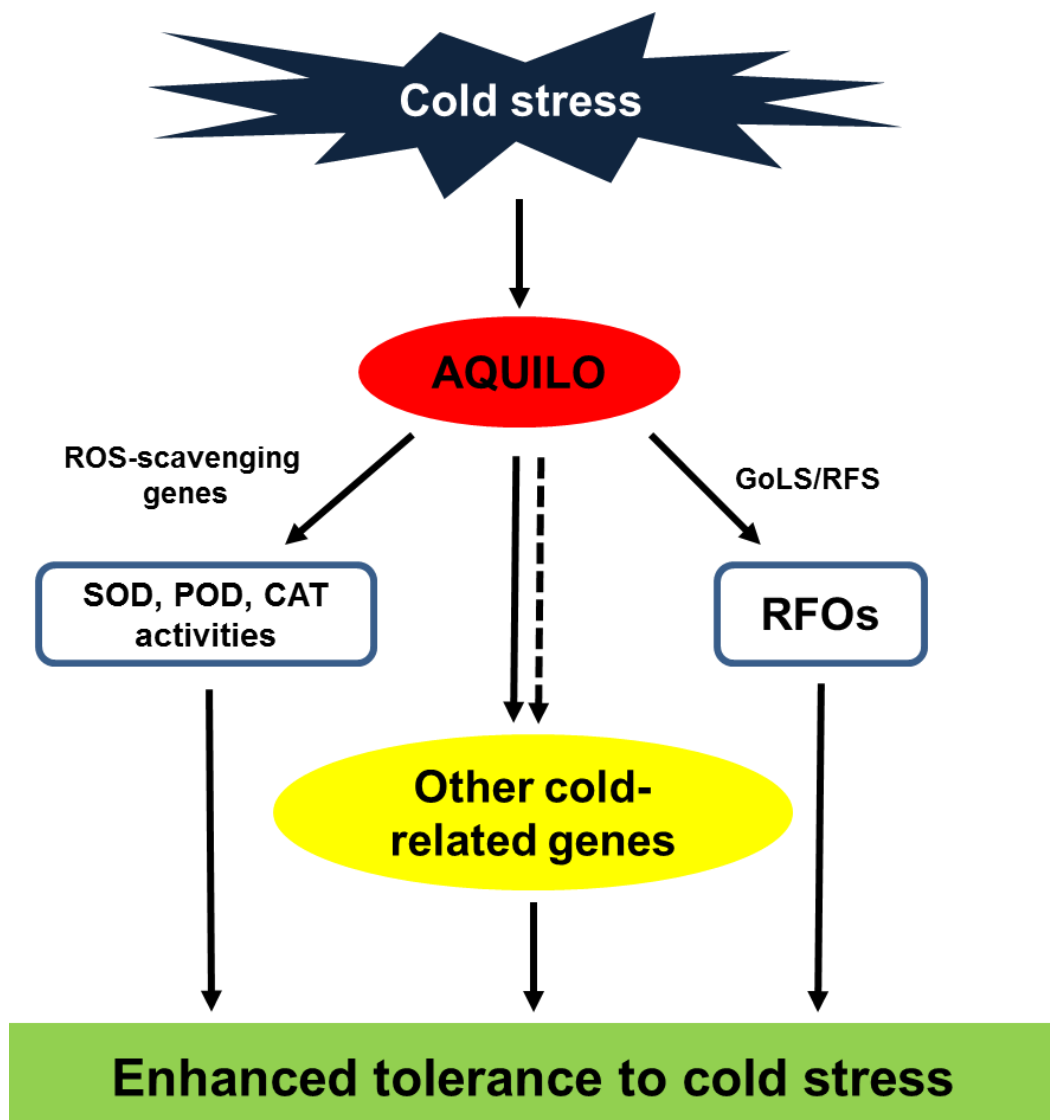

**Fig. S10. Differential gene expression of *CBF1-4* in the *VaAQUILO* overexpressing Amur grape calli.** *MALATE DEHYDROGENASE* (*MDH*, *VIT\_07s0005g03350*) and *ACTIN* (*VIT\_04s0044g00580*) genes were used as calibration qRT-PCR controls. Each reaction was performed in triplicate (technical replicates) with three independent biological replicates (n=3). The relative expression was calculated using the  $2^{-\Delta\Delta C_t}$  method. Error bars represent standard errors (SE).

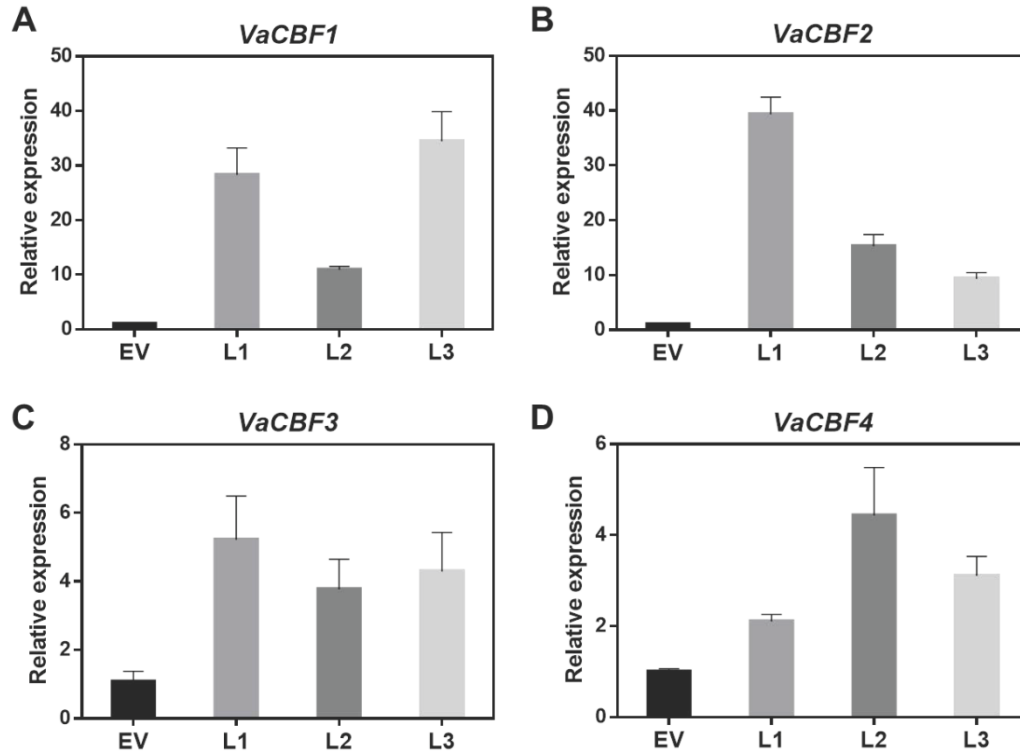

**Supplement:** Supplementary Figures S1-S10

How the deposited data were processed for this re-analysis (not part of the article)

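Gene expression was measured by single-end sequencing of mRNA from Arabidopsis plants of 2 genotypes, WT and 35S:VaAQ, without stress and after 3 d at 4 °C. Each of the 4 conditions had 2 libraries. The paper names rosette leaves as the tissue and the sample descriptions name entire plants. The 35S:VaAQ samples are pools of 3 lines. The condition of each library was taken from the sample descriptions before the processed files arrived, and replicates were not numbered by the authors.

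The values that the authors deposited are FPKM, one per gene and library, made by trimming with BBDuk, mapping to TAIR10 with STAR, and counting with featureCounts at a mapping quality over 30. The formula behind the FPKM values is not stated in the paper or in its supplementary files. Normalization by TMM, filtering with HTSFilter, and testing with edgeR came after counting in the paper and are not part of the deposited values, and edgeR could not be run without read counts. The files hold 32548 genes that are in the TAIR10.1 annotation and 285 that are not.

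The files give no read counts, and the depth was read from the steps between FPKM values up to 0.2, which are whole multiples of 1 read in 99.3% to 99.8% of cases. The implied depth was between 20.06 M and 20.79 M reads per library (median 20.47 M). At that depth, 1 read on 1 kb of exon is 0.0481 to 0.0499 FPKM. The standard deviation of the difference between the replicates of a condition, on the log2 scale, was 0.269 in WT-NS, 0.209 in WT-S, 0.218 in 35S:AQ-NS, and 0.246 in 35S:AQ-S.

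Log2(FPKM + 1) of the 8 libraries was fitted with limma 3.58.1 in R 4.3.3, with the 4 conditions in one model, 4 residual degrees of freedom, and 5.05 prior degrees of freedom from its empirical Bayes step. Genes with a mean of at least 1 FPKM in either condition compared were tested, and p-values were adjusted with the Benjamini-Hochberg method within each comparison. All adjusted p-values of expression are from limma. A changed gene has an adjusted p under 0.05 and a change of at least 1.5-fold. The plan named both criteria, and counts by the adjusted p alone and by the fold change alone are also given; both had been seen when the main definition was fixed in the code. The comparisons were 35S:AQ-S with WT-S, 35S:AQ-NS with WT-NS, WT-S with WT-NS, 35S:AQ-S with 35S:AQ-NS, and 35S:AQ-S with WT-NS, together with the interaction of genotype and cold. The categories of the heatmap used the adjusted p alone. With 2 libraries per condition, an exact permutation test cannot go below a p of 0.333, no test for a deviating sample applies, and other splits of the samples were not counted.

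Principal components used linear FPKM centred by gene. CREs were counted on both strands in 1.5 kb upstream of the start of each gene and compared with Fisher's exact test between the 300 genes most raised by *VaAQ* and all other nuclear protein-coding genes. The AtHRS1 targets of the paper's table were compared with other genes by a permutation of gene labels (100000 permutations). Gene sets are the genes that the paper's tables list, as far as they could be read. Exon matches between genes were found with blastn 2.17.0 at 95% identity or more over at least 100 bases. The reference was the TAIR10.1 assembly, and since the paper used TAIR10, the DAP-Seq peaks of the paper's table were placed on it: 315 of 321 lay at the promoter of their gene. The scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, and matplotlib 3.10.9.

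The fit was tested on simulated data with 200 changed genes. Each was changed at least 2-fold up or down, with one setting of the spread for all genes and no shift between libraries. The share found therefore does not apply to smaller changes, such as most effects of *VaAQ*. It found 85% of them (92.5% at 10 FPKM or more), 10.5% of its calls were false, and it made 1 false call in a comparison without changes. Of 200 random gene sets, 2.5% had a permutation p under 0.05, and a planted motif was found with an adjusted p of 7.4e-04 (Fisher's exact test).

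The comparisons, the main settings, and a list of alternatives were written before the processed files arrived, and the alternatives added later are named in the closing section. GO enrichment was left out because the GO annotation is not in the files analysed here. The terms of the non-stressed comparison, the qRT-PCR, the metabolite and physiological measurements, and the DAP-Seq reads were not analysed here.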

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

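The effect of *VaAQ* in the cold was tested against its effect without stress with the interaction term of the limma fit, and 5335 of 18118 genes had an adjusted p under 0.05. For 486 genes the effect was higher in the cold and for 4849 it was lower. Across all genes, the log2 fold changes of the 2 comparisons, which share no library, had a Pearson's r of −0.571. A biological reading would be that *VaAQ* acts in opposite directions with and without cold, since genotype and cold are the factors of the design. Of the technical explanations, gene length and GC content were each removed by the median of 50 bins, which left r at 0.848 and 0.959 times its size. By the number of genes with an interaction, however, exon length mattered more, since centring log2 values within bins of exon length, chosen after seeing the data, left 1814 genes, or 0.34 times as many. GC content was not tested by that number. Values of at least 10 FPKM gave 1.205 times the r of all genes, so that low values do not account for it. Library scaling by the median ratio left 0.785 times as many genes with an interaction, and leaving out WT-NS replicate a, a library singled out after the PCA and the correlations were seen, left 0.787 times the r. By the number of genes with an interaction, the pattern cannot be told apart from library scaling or gene length. By r, it cannot be told apart from a deviating WT-NS library. Library scaling was not run by r. A scale factor shifts the log2 values of all genes at 10 FPKM or more almost equally, which hardly changes r. The r of −0.688 among those genes therefore argues against library scaling as the source of r. The value of r was not computed without a library of another condition. The number of genes with an interaction fell further without WT-S replicate b than without WT-NS replicate a. WT-NS replicate a is therefore not the library that moved this number most. With scaling the direction changed, to 2329 genes higher and 1860 lower, and with centring by exon length the counts were 979 and 835. A difference between batches was not tested, since the files give no batch.

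The same interaction passed an adjusted p of 0.05 in 6 of the genes named in the text. These were *KIN1* at 1.05 (standard error 0.16, adjusted p = 0.0066), AT3G03341 at 1.35 (standard error 0.22, adjusted p = 0.0066), *CAT2* at 0.55 (standard error 0.16, adjusted p = 0.029), *CBF1* at −0.66 (standard error 0.17, adjusted p = 0.020), *CBF3* at −0.59 (standard error 0.16, adjusted p = 0.027), and *FSD2* at −0.76 (standard error 0.18, adjusted p = 0.016). A positive value means that the effect of *VaAQ* was higher in the cold than without stress. With FPKM scaled by the median ratio, the interaction kept an adjusted p under 0.05 for *KIN1* at 1.39 (adjusted p = 0.015), AT3G03341 at 1.59 (adjusted p = 0.015), and *CAT2* at 0.92 (adjusted p = 0.015), and lost it for *CBF1* at −0.42 (adjusted p = 0.092), *CBF3* at −0.25 (adjusted p = 0.312), and *FSD2* at −0.40 (adjusted p = 0.164). Centring by exon length left it past the threshold for *CBF1* at −0.63 (adjusted p = 0.048) but not for *CBF3* at −0.38 (adjusted p = 0.133) or *FSD2* at −0.52 (adjusted p = 0.097). Both tests of single genes were chosen after seeing the data. By these values alone, library scaling remains as an explanation for *CBF1*, *CBF3*, and *FSD2*. The paper's qRT-PCR was calibrated on reference genes and does not depend on library scaling. By it, the *CBF* genes were significantly higher with *VaAQ* than in WT without stress, and did not differ in the cold. That argues against library scaling as the only source for *CBF1* and *CBF3*, although the paper's text gives no test of the interaction itself. For *FSD2*, qRT-PCR in the cold went the opposite way to sequencing, so scaling remains open there. A deviating WT-NS library, which left 0.787 times the r over all genes, was not tested on the interaction of single genes. Each library compared was left out in turn. The effect of *VaAQ* without stress was then 0.49 to 0.67 for *CBF1*, 0.73 to 0.81 for *CBF3*, and 0.05 to 0.35 for *FSD2*. In the cold the ranges were −0.19 to 0.01, 0.08 to 0.29, and −0.66 to −0.46, respectively. The ranges with and without cold did not overlap, which argues against a single WT-NS library for these genes. *FSD2* also shares 185 bases of exon with AT4G00651 at 96.8% identity, so that its reads could be split between the 2 genes.

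Among the 5 largest changes in each direction of either *VaAQ* comparison, 12 genes with an adjusted p under 0.05 are not discussed in the paper's text. In the cold, these were AT2G01422 with a log2 fold change of −3.43 (adjusted p = 0.019), AT2G21105 at −2.35 (adjusted p = 2.7e-05), the chloroplast genes ATCG00760 at −1.65 (adjusted p = 0.019), ATCG01100 at −1.63 (adjusted p = 0.019), and ATCG01110 at −1.61 (adjusted p = 0.023), AT1G60840 at 1.39 (adjusted p = 0.019), AT1G19373 at 1.23 (adjusted p = 0.044), *SOT12* (AT2G03760) at 1.19 (adjusted p = 0.030), and *MIR169j* (AT3G26813) at 1.13 (adjusted p = 0.046). Without stress, they were *BGL2* (AT3G57260) at −2.69 (adjusted p = 0.040), *NATA1* (AT2G39030) at −1.96 (adjusted p = 0.032), and AT3G44769 at 1.49 (adjusted p = 0.015). Each value compares 2 libraries with 2. Of the 9 genes with annotated exons, few reads on a short gene applied to 4, which had under 20 reads over the 4 libraries: AT2G21105 with 2, AT1G60840 with 8, AT1G19373 with 14, and AT3G44769 with 17. That prediction was made after these genes were seen. Reads from a near-identical gene applied to 2, since AT1G60840 matched AT5G66817 over its whole 71 bases and AT3G44769 matched AT3G46614 over 133 bases. For these 4 genes the change cannot be told apart from few reads or shared reads. With FPKM scaled by the median ratio, the genes in the cold kept an adjusted p under 0.05, for example AT2G01422 at −3.32 (adjusted p = 0.029) and ATCG00760 at −1.42 (adjusted p = 0.033), as did AT3G44769 without stress at 1.41 (adjusted p = 0.020). *BGL2* at −2.80 (adjusted p = 0.051) and *NATA1* (adjusted p = 0.051) were no longer past the threshold. With centring by exon length, chosen after seeing the data, AT1G19373, *SOT12*, *MIR169j*, *BGL2*, and *NATA1* were not past it. The same genes were not past it with a pseudocount of 0.1, where *SOT12* had an adjusted p of 0.056 and *MIR169j* of 0.188. With FPKM rescaled to one sum, all of them except *SOT12* were not past it. Leaving out one of the libraries compared gave −4.19 to −2.67 for AT2G01422 and 0.52 to 1.74 for *MIR169j* in the cold. No biological explanation was tested beyond the genotype itself.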

How the results depend on the processing

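The alternatives set before the processed files arrived were a pseudocount of 0.1, no filter or a minimum of 5 FPKM, a 2-fold minimum, FPKM rescaled to one sum or scaled by the median ratio, PCA on log2 or unit-variance values, other promoters, gene groups, and backgrounds for the CREs, and leaving out each library. Those chosen after seeing the data were no fold minimum (alone and with the median ratio), log2 values centred within bins of exon length, the eBayes trend of limma, and, for the interaction, the PCA, the listed genes, the gene sets, the DAP-Seq targets, and the named genes, leaving out each library. The interaction of single named genes with the median ratio and with centring by exon length was also added then. The replicate block was not run because the library columns carry no replicate number that is shared between conditions.

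In the main setting, *VaAQ* raised 85 and lowered 1209 genes in the cold, and raised 3 and lowered 3 without stress. Cold raised 4242 and lowered 3253 genes in WT, and raised 2671 and lowered 5361 in 35S:VaAQ. The *VaAQ* effect was higher in the cold than without stress for 486 genes and lower for 4849, and PC1 and PC2 held 82.001% and 11.1% of the variance.

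With no filter on low values, *VaAQ* in the cold raised 6 and lowered 44 genes, *VaAQ* without stress lowered 1, and the interaction counts were 179 and 1363. With a 2-fold minimum, the counts were 11 up and 76 down by *VaAQ* in the cold, 1911 up and 1517 down by cold in WT, and 1349 up and 2360 down by cold in 35S:VaAQ. With no fold minimum, they were 291 up and 3038 down by *VaAQ* in the cold, 6457 up and 4951 down by cold in WT, and 4039 up by cold in 35S:VaAQ.

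With FPKM scaled by the median ratio, *VaAQ* raised 417 and lowered 311 genes in the cold, and raised 1 and lowered 1 without stress, cold in 35S:VaAQ raised 4075 and lowered 3378, the interaction counts were 2329 higher and 1860 lower, and PC1 and PC2 held 74.7% and 19.4%. With the median ratio and no fold minimum, the counts were 934 up and 694 down by *VaAQ* in the cold, 1 up and 1 down by *VaAQ* without stress, 5654 down by cold in WT, and 5916 up by cold in 35S:VaAQ. The log2 fold changes that the median ratio reversed were by *VaAQ* in the cold 0.212 for *RD29A* (main −0.016), 0.021 for *ICE1* (main −0.200), 0.174 for *PHF1* (main −0.033), 0.072 for *CBF1* (main −0.088), 0.203 for *HHO2* (main −0.012), 0.171 for *sAPX* (main −0.055), 0.041 for *GPX7* (main −0.065); by *VaAQ* without stress −0.109 for *ICE1* (main 0.035), −0.0076 for *HRS1* (main 0.017), −0.134 for *HHO5* (main 0.0024), −0.130 for *sAPX* (main 0.019); by cold in 35S:VaAQ 0.277 for *HHO3* (main −0.0084).

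Centring within bins of exon length gave 67 genes lowered by *VaAQ* in the cold, 1 raised and 1 lowered by *VaAQ* without stress, 3456 lowered by cold in 35S:VaAQ, and interaction counts of 979 higher and 835 lower. It reversed the log2 fold changes by *VaAQ* in the cold 0.253 for *RD29A* (main −0.016), 0.044 for *ICE1* (main −0.200), 0.125 for *PHF1* (main −0.033), 0.174 for *HHO2* (main −0.012), 0.147 for *sAPX* (main −0.055); by *VaAQ* without stress −0.143 for *ICE1* (main 0.035), −0.061 for *HHO5* (main 0.0024), −0.127 for *sAPX* (main 0.019); by cold in 35S:VaAQ 0.229 for *HHO3* (main −0.0084). With FPKM rescaled to one sum, *VaAQ* lowered 1882 genes in the cold and 0 without stress, 262 genes had a higher *VaAQ* effect in the cold, and the log2 fold change by *VaAQ* without stress 0.034 for *HHO2* (main −0.013) was reversed. Without stress, a minimum of 5 FPKM gave 0 genes raised and 0 lowered, the eBayes trend gave 1 raised, and a pseudocount of 0.1 gave 0 lowered. PC1 held 79.9% on log2 values, and PC1 and PC2 held 48.7% and 20.7% with unit variance.

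The number of CREs past the threshold in the cold, 1 in the main setting, was 0 with a pseudocount of 0.1, 0 with all genes raised at least 1.5-fold, and 0 with a background of genes past the FPKM filter. Odds ratios crossed 1 for motifs that were not past the threshold. With a minimum of 5 FPKM these were in the cold 0.733 for KAN4-1 (main 1.077), 1.084 for E2F1OSPCNA (main 0.959), 1.032 for MYB1LEPR (main 0.995) and without stress 0.980 for UP2ATMSD (main 1.125), 0.959 for E2F1OSPCNA (main 1.084), 1.014 for MYB1LEPR (main 0.923). The pseudocount of 0.1 gave in the cold 0.961 for GLK1-2 (main 1.066), 0.990 for KAN4-1 (main 1.077), 1.210 for E2F1OSPCNA (main 0.959) and without stress 0.934 for UP2ATMSD (main 1.125), 0.979 for ERELEE4 (main 1.151), 0.565 for KAN4-1 (main 1.434), 1.101 for KAN4-2 (main 0.986). All genes raised at least 1.5-fold gave in the cold 1.026 for UP2ATMSD (main 0.756), 0.692 for GLK1-2 (main 1.066), 1.050 for ERELEE4 (main 0.927), 0.869 for KAN4-1 (main 1.077), 1.282 for E2F1OSPCNA (main 0.959) and without stress 1.079 for GADOWNAT (main 0.694), 0.955 for E2F1OSPCNA (main 1.084). The filtered background gave in the cold 1.039 for E2F1OSPCNA (main 0.959), 1.002 for MYB1LEPR (main 0.995) and without stress 0.995 for ACGTABREMOTIFA2OSEM (main 1.068), 1.010 for KAN4-2 (main 0.986), and promoters of 1 kb gave in the cold 0.820 for KAN4-1 (main 1.077), 1.010 for MYB1LEPR (main 0.995) and without stress 0.979 for ERELEE4 (main 1.151), 1.010 for MYB1LEPR (main 0.923). The shift of the AtHRS1 targets without stress, 0.0032 in the main setting, was −0.0019 with a minimum of 5 FPKM.

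Across the 8 fits that each left out one library, *VaAQ* raised 0 to 87 and lowered 1 to 1258 genes in the cold, and raised 0 to 1510 and lowered 0 to 123 without stress. The interaction counts ran from 85 to 734 higher and from 1824 to 5642 lower, PC1 held 80.9 to 85.3% and PC2 8.2 to 12.6%, the share of the listed up-regulated genes that were higher was 99.3 to 100.0%, and the shift of the AtHRS1 targets without stress was −0.0056 to 0.0084. Across the 4 fits that each left out one of the libraries compared, the log2 fold changes that changed sign ran, by *VaAQ* in the cold −0.050 to 0.018 for *RD29A*, −0.192 to 0.663 for *PHT1-4*, −0.151 to 0.085 for *PHF1*, −0.190 to 0.014 for *CBF1*, −0.048 to 0.00055 for *HRS1*, 0.000 to 0.043 for *HHO1*, −0.089 to 0.065 for *HHO2*, −0.277 to 0.148 for *GPX7*; by *VaAQ* without stress −0.015 to 0.085 for *ICE1*, −0.093 to 0.128 for *HRS1*, −0.044 to 0.018 for *HHO2*, −0.019 to 0.024 for *HHO5*, −0.012 to 0.359 for *HHO6*, −0.130 to 0.022 for *CAT2*, −0.035 to 0.073 for *sAPX*; by cold in WT −0.289 to 0.566 for *PHT1-4*, −0.123 to 0.031 for *HHO2*; by cold in 35S:VaAQ −0.106 to 0.089 for *HHO3*.

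Some main results kept their value or direction under every alternative run for them, which did not include centring by exon length. These were the number of *COR* genes higher in 35S:AQ-S (12 to 14), the count of 0 CREs past the threshold without stress, and the shift of the AtHRS1 targets in the cold. Single *COR* genes and odds ratios without stress did change direction. The number of 'cold acclimation' genes and the share of the listed down-regulated genes also held. Those genes were selected by their direction in the same libraries, and the *COR* genes come from a list that was also selected from them. Of the 126 values of named genes and motifs, 58 were unchanged under every alternative and 34 were reversed under at least one, and 0 of the reversed ones had an adjusted p under 0.05 in the main setting. Among all rows of single genes and motifs, 73 were reversed, 86 were no longer past the threshold, 17 newly passed it, and 752 did not change. Among the rows of the main results, 186 did not change, 87 moved in value, and 3 were reversed.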

Differences from the paper's values

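Of the values that the paper's text states and that were also computed here, 4 differed and 2 did not, and of those in its supplementary tables, 21 differed and 29 did not. The alternatives set before the files arrived are named here as such.

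In the cold, 85 genes were raised by *VaAQ* against the paper's 1940, and none of the alternatives set before the files arrived closed the gap. The paper's counts rest on an FDR under 0.05 alone, from edgeR on read counts, so the thresholds and the normalization differ. By the adjusted p alone, 291 genes were raised, and 934 with the median ratio as well. Both settings were chosen after seeing the values. The count of lowered genes was 1209 against the paper's 2205. A pseudocount of 0.1 gave 1552 and FPKM rescaled to one sum gave 1882, which are within 1.5 times the paper's count, and the other alternatives set before the files arrived did not close the gap. No fold minimum gave 3038, also within 1.5 times, and was chosen after seeing the values. With the median ratio as well, it gave 694. Without stress, 3 genes were raised against the paper's 345 and 3 lowered against the paper's 233. No alternative set before the files arrived closed either gap, and leaving out WT-NS replicate b gave 1510 raised and 123 lowered.

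For the log2 fold change of a gene, the alternatives set before the files arrived were a pseudocount of 0.1, FPKM rescaled to one sum, and the median ratio. For *VaAQ* in the cold, *GoLS2* was at 0.33 against the paper's 0.68, and a pseudocount of 0.1 (0.45) and the median ratio (0.49) closed the gap, while FPKM rescaled to one sum did not. For the following genes only the median ratio closed it: *GoLS3* at 0.27 against the paper's 0.46 (0.50 with the median ratio), *KIN1* at 0.42 against the paper's 0.60 (0.64), *CAT2* at 0.49 against the paper's 0.68 (0.72), AT3G03341 at 0.77 against the paper's 1.07 (0.97), and *FSD2* at −0.56 against the paper's −0.39 (−0.34). *CBF2* was at 0.42 against the paper's 0.64, closed by a pseudocount of 0.1 (0.45) and by the median ratio (0.63) but not by FPKM rescaled to one sum. *DIN10* at 0.34 against the paper's 0.73 and AT3G27473 at 0.76 against the paper's 5.94 differed under each of the 3. Both genes were low in the cold, where the pseudocount sets much of the log2 fold change. A pseudocount of 0.1 moved them towards the paper's values, to 0.52 and 2.84, so these gaps partly reflect the scale used here.

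For *VaAQ* without stress, *KIN1* at −0.64 against the paper's −0.98 and AT3G27473 at 1.30 against the paper's 5.86 differed under each of the 3 alternatives set before the files arrived. With a pseudocount of 0.1, both moved towards the paper's values, to −0.83 and 3.75. AT3G29633 was at 2.53 against the paper's 5.56, and only a pseudocount of 0.1 closed the gap, with 4.49.

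For cold in WT, *DIN10* at −4.54 against the paper's −5.43 differed under each of the 3, and the nearest was −5.24 with a pseudocount of 0.1. A pseudocount of 0.1 and FPKM rescaled to one sum closed the gap for *GoLS1* at 2.11 against the paper's 2.39 (2.46 and 2.26) and for *KIN1* at 7.69 against the paper's 7.92 (7.98 and 7.82), and the median ratio did not. Only the pseudocount of 0.1 closed it for *GoLS3* at 6.34 against the paper's 6.72 (6.76) and for AT3G03341 at 1.57 against the paper's 2.20 (2.20). Between 35S:AQ-S and WT-NS, *PHT1-4* was at 0.37 against the paper's 0.81, closed only by the pseudocount of 0.1 (0.61). *PHF1* was at 0.92 against the paper's 1.18, closed by the pseudocount of 0.1 (1.05) and the median ratio (1.05) but not by FPKM rescaled to one sum.

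Among the genes most raised by *VaAQ* without stress, 19.3% of promoters held ABRE against the paper's 9.4%. None of the alternatives set before the files arrived brought the share to the paper's, and the nearest was 14.3% with promoters of 1 kb. With a background of genes past the FPKM filter the share stayed at 19.3%. It was then no longer above the 19.4% of the background, so that the rule used here no longer counts it as different, although the gap was the same. GLK1-2 was in 36.7% against the paper's 22.6%, and of the alternatives set before the files arrived only promoters of 1 kb closed the gap, with 24.7%. The rule used here counts only shares more than 1.5 times apart of which at least 1 is above its background, and other shares differed by more than the error taken from the confidence interval without being counted. Without stress, KAN4-2 was in 57.0% against the paper's 35.4% and GADOWNAT in 8.0% against the paper's 2.7%, and in the cold UP2ATMSD was in 13.7% against the paper's 8.7%, all below their backgrounds both here and in the paper. Less than 1.5 times apart were, without stress, ERELEE4 in 49.3% against the paper's 35.7%, DRE in 34.3% against the paper's 24.6%, P1BS in 28.7% against the paper's 23.2%, MYB1LEPR in 22.7% against the paper's 30.3%, and UP2ATMSD in 19.0% against the paper's 24.2%, and in the cold DRE in 40.0% against the paper's 33.9%. Promoters of 1 kb brought ERELEE4, DRE, and P1BS without stress within the error, at 35.0%, 24.3%, and 20.0%, and DRE and UP2ATMSD in the cold, at 32.3% and 9.3%. A pseudocount of 0.1 did so for P1BS without stress at 27.0% and for DRE in the cold at 38.0%, a minimum of 5 FPKM for P1BS without stress at 26.0%, and all genes up at least 1.5-fold for DRE in the cold at 42.4%, with a wider error. None did so for KAN4-2, GADOWNAT, MYB1LEPR, or UP2ATMSD without stress.

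Where the paper ties its second component to the transgene, 1.0% of the variance along PC2 lay between the genotypes over both treatments and 66.0% in their interaction with cold. The interaction is also a difference between genotypes, one that depends on cold, so the 2 readings do not exclude each other. The paper does not state which values its PCA used. The paper counts *GoLS1*, *GoLS3*, and *RFS5* as raised further by *VaAQ*, and here their differences in the cold had adjusted p-values of 0.059, 0.134, and 0.166 (limma). With FPKM scaled by the median ratio, *GoLS1* (adjusted p = 0.042) and *GoLS3* (adjusted p = 0.038) passed the threshold, and *RFS5* did not. *PHT1-4* and *PHF1* are described as raised by cold and AQ, and the differences between 35S:AQ-S and WT-S were 0.24 and −0.03, for which the paper's table gives a dash. The text leaves the *CBF* genes out of the DEGs, while its list of genes raised in the cold holds *CBF2* (AT4G25470), which was at 0.42 with an adjusted p of 0.066 (limma) here. KAN4-2, GADOWNAT, P1BS, and MYB1LEPR are named as enriched without stress, and their odds ratios here were 0.99, 0.69, 0.99, and 0.92. ABRE, GADOWNAT, and P1BS are named as enriched in the cold, with adjusted p-values of 0.321, 0.694, and 0.175 by Fisher's exact test here. In Fig. 4D, *FSD2* is higher in the 35S:VaAQ lines by qRT-PCR, and in the sequenced libraries it was −0.56 in the cold on the log2 scale, lower in 35S:AQ-S. The paper takes *HHO3* as induced by cold, which held in WT at 0.46, while in 35S:VaAQ it was −0.008. With FPKM scaled by the median ratio, the values were 0.38 in WT and 0.28 in 35S:VaAQ, so the contrast depended on the scale of the libraries.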

Other observations

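More genes were lower than higher in 35S:AQ-S, with a ratio of lower to higher genes of 14.2 on FPKM as deposited. A biological reading would be a broad decrease of transcripts by *VaAQ* in the cold. Leaving out the 100 genes of highest mean FPKM and rescaling each library to one sum left a ratio of 11.5, so that the most abundant genes do not account for it. Library scaling by the median ratio brought it to 0.746, and centring within bins of exon length, a prediction made after the result was seen, to 0.677. Both steps remove a shift of the typical gene whatever its cause, so these ratios cannot tell the explanations apart. Both explanations remain open, and the direction of the typical gene cannot be read from these values. The effect of *VaAQ* followed exon length, with a Spearman's rho across genes of −0.376 in the cold and 0.418 without stress, and a difference in RNA integrity or library preparation, which the files do not record, is a candidate explanation that was not tested.

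AT3G29633 and AT3G27473 were higher in both 35S:VaAQ conditions. Regulation by VaAQ is the biological reading that the paper proposes. A stretch of chromosome 3 that came into the transgenic lines with the transgene would raise or lower linked genes too. The paper made its lines by floral dip of Col-0, reports no cross, and pooled 3 independent single-insertion lines. A stretch from another parent, shared by all lines, is therefore not something this design would bring. Of the 6 and 31 other genes tested within 100 kb, 0 changed the same way in both comparisons at an adjusted p under 0.05, which is little evidence either way without stress, where few genes passed the test, and 0 and 0 were changed at least 1.5-fold the same way. Reads from a near-identical gene were looked for by exon matches, and 1 of the 2 had a match. AT3G27473 shares 100 bases with AT3G05245, a non-coding RNA whose annotation overlaps it on chromosome 3 from 10171927 to 10172564. AT3G05245 was at 0 FPKM in both WT conditions and at 0.038 in 35S:AQ-NS and 0.038 in 35S:AQ-S, against 1.51 and 0.73 for AT3G27473, which is too low to supply the increase. Of the 31 genes named in the text, 3 matched another annotated gene over at least 100 bases at 95% identity or more: AT3G27473, *FSD2*, and *GPX7*, which shares 751 bases with AT4G31875. Reads on the shared bases of *FSD2* and *GPX7* could be split.

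The transgene itself comes from grape and has no gene in the files, so its level cannot be read from them. If its reads had been counted on one of the 7 Arabidopsis genes of the HRS1 family, that gene would be higher in both 35S:VaAQ conditions, and 0 were at an adjusted p under 0.05. The log2 fold changes by *VaAQ* in the cold and without stress were *HRS1* −0.02 and 0.02, *HHO1* 0.02 and 0.000, *HHO2* −0.01 and −0.01, *HHO3* −0.23 and 0.24, *HHO4* 0.14 and −0.13, *HHO5* −0.25 and 0.002, *HHO6* −0.30 and 0.17. Few genes passed the test without stress, and *HRS1* and *HHO1* were too low to be tested there. A result of 0 therefore cannot rule out such reads.

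If *VaAQ* amplified the response to cold, its effect in the cold would rise with the effect of cold in WT across genes. The mean of the 2 Pearson correlations that use a different WT-S library on each side was −0.176 (−0.202 and −0.150), which is the opposite sign and small. Genes raised at least 2-fold by cold in WT (1911 genes) had a median effect of *VaAQ* in the cold of −0.201. With FPKM scaled by the median ratio it was 0.0078. For the 1517 genes lowered at least 2-fold, the medians were 0.016 and 0.175, respectively. Both groups share the WT-S libraries with the comparison. Library scaling moved both medians and left the raised genes below the lowered ones. Gene length, the other explanation left open for the broad decrease in 35S:AQ-S, was not tested on this result.

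For the genes of the ROS-scavenging enzymes that the paper measured by qRT-PCR, the sequenced libraries gave log2 fold changes by *VaAQ* in the cold of *CSD2* (AT2G28190) 0.20 (adjusted p = 0.263), *CAT2* (AT4G35090) 0.49 (adjusted p = 0.023), *APX1* (AT1G07890) 0.23 (adjusted p = 0.182), *sAPX* (AT4G08390) −0.06 (adjusted p = 0.731), *GPX7* (AT4G31870) −0.06 (not tested, under 1 FPKM). *FSD2* (AT5G51100) was at 33.3 ± 0.24 FPKM in WT-S and 22.3 ± 2.3 in 35S:AQ-S (SD, n = 2), a log2 fold change of −0.56 (adjusted p = 0.024). No explanation of the difference from the qRT-PCR was tested.

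In the paper's table of CREs without stress, 4 of the CREs with an FDR under 0.05, P1BS, KAN4-2, GADOWNAT, and AHL12-2, were in a smaller share of the promoters of up-regulated genes than of the genome, and in the cold this held for 6 CREs. The positions of the motifs in that table stop near 1 kb, while the text gives promoters of 1.5 kb. *HHO5*, which the paper's text does not name as induced by cold, was raised in WT by 1.35 on the log2 scale (adjusted p = 9.7e-06). Supplementary Table S5 gives 1.36 for it. The gene that Supplementary Table S5 calls *CBF5* is AT3G57150, which that table describes as a subunit of the H/ACA ribonucleoprotein complex and the annotation as a pseudouridine synthase, not as a CBF transcription factor. The test run on simulated data found 85% of 200 genes changed at least 2-fold, and 10.5% of its calls were false, above the 5% that the adjusted p is set to allow.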
